# Spatiotemporal patterns of gene expression during development of a complex colony morphology

**DOI:** 10.1371/journal.pone.0311061

**Published:** 2024-12-05

**Authors:** Gareth A. Cromie, Zhihao Tan, Michelle Hays, Amy Sirr, Aimée M. Dudley

## Abstract

Clonal communities of single celled organisms, such as bacterial or fungal colonies and biofilms, are spatially structured, with subdomains of cells experiencing differing environmental conditions. In the development of such communities, cell specialization is not only important to respond and adapt to the local environment but has the potential to increase the fitness of the clonal community through division of labor. Here, we examine colony development in a yeast strain (F13) that produces colonies with a highly structured “ruffled” phenotype in the colony periphery and an unstructured “smooth” phenotype in the colony center. We demonstrate that in the F13 genetic background deletions of transcription factors can either increase *(dig1*D, *sfl1*D) or decrease *(tec1*D) the degree of colony structure. To investigate the development of colony structure, we carried out gene expression analysis on F13 and the three deletion strains using RNA-seq. Samples were taken early in colony growth (day2), which precedes ruffled phenotype development in F13, and from the peripheral and central regions of colonies later in development (day5), at which time these regions are structured and unstructured (respectively) in F13. We identify genes responding additively and non-additively to the genotype and spatiotemporal factors and cluster these genes into a number of different expression patterns. We identify clusters whose expression correlates closely with the degree of colony structure in each sample and include genes with known roles in the development of colony structure. Individual deletion of 26 genes sampled from different clusters identified 5 with strong effects on colony morphology (*BUD8*, *CIS3*, *FLO11*, *MSB2* and *SFG1*), all of which eliminated or greatly reduced the structure of the F13 outer region.

## Introduction

Differentiation, the process by which cells specialize into distinct types, which can then be organized into larger-scale functional structures, is traditionally thought of as a phenomenon specific to multicellular organisms. In such organisms, differentiation increases fitness through structural and metabolic division of labor. Although the concept of differentiation is not meaningful in the context of isolated single-celled organisms, it is relevant to clonal communities of such organisms, such as bacterial or fungal colonies and biofilms [1]. In these spatially-structured communities, cells in different regions may experience significantly different environments, including gas and nutrient availability, concentrations of waste and signaling products, exterior environmental challenges, and pH [2]. In these situations, cell specialization may not only benefit the individual that needs to respond and adapt to the local environment, but by structuring the community into cooperating domains of specialized cells, may improve the fitness of the community as a whole [3].

Some wild isolates of the budding yeast *Saccharomyces cerevisiae* produce highly structured “ruffled” colonies, rather than the unstructured “smooth” colony morphology typical of most laboratory strains. These structured colonies exhibit many of the features of biofilms, including production of an extracellular matrix, increased adherence, and localized expression of drug efflux pumps [4–6]. Often, these colonies are unstructured in the early stages of colony growth but become structured as the colony grows and ages. As part of this process, domains of specialized cells develop within ruffled colonies, with cells at the colony base forming pseudohyphae that invade the agar medium and anchor the colony, cells in peripheral regions upregulating drug efflux pumps and surface cells entering stationary phase, where they become more resistant to environmental insult [7]. Similarly, distinct gene expression profiles have been observed for the invasive cells within the agar, compared to the rest of the colony [8]. The molecular and regulatory pathways underlying ruffled colony formation overlap to a large extent with a group of related traits including mat formation and filamentous growth [9].

In a previous study [10], we identified six genes which when overexpressed repress the ruffled colony morphology of a strain (F45) derived from a cross between a sake-brewing strain and an Ethiopian white tecc strain. We then further tested the role of these genes in colony morphology by deleting them in another strain (F13) that derived from the same cross between the sake and white tecc parents. Because F13 colonies display a partially structured phenotype with ruffled morphology in the colony periphery and an unstructured (smooth) phenotype in the colony center, these gene deletions might alter the ruffled or smooth morphologies in the different regions of the colonies. Consistent with the overexpression results, deletion of all six genes promoted development of the ruffled morphology in the center of the F13 colonies, while maintaining the ruffled phenotype of the periphery. The six identified genes included the transcription factors *DIG1* and *SFL1*, that operate in the filamentation MAPK cascade and the PKA/cAMP pathways respectively and are known to have roles repressing ruffled colony formation and related phenotypes [11–13].

Although a number of biological pathways have been shown to regulate colony morphology [9,14], the processes that underly the generation of structured versus smooth morphology as a colony develops are still poorly understood. Here, we explore that question by assessing gene expression in F13 colonies, both before and after development of the structured outer region, and from both the outer ruffled and inner smooth regions of older colonies. We then use deletions of *SFL1* and *DIG1* to produce fully ruffled F13 colonies and demonstrate that deletion of the transcription factor *TEC1* results in completely smooth F13 colonies. The effect on gene expression of these genetic perturbations that increase and decrease the degree of colony morphology was then assessed. Our results identify spatiotemporal patterns of gene expression that reflect the development of a complex colony morphology.

## Materials and methods

### Yeast strains and media

Unless noted, standard media and methods were used for growth and genetic manipulation of yeast [15] The strains of *S*. *cerevisiae* used in this study are listed in Table 1.

**Table 1:** Strains used in this study.

Strain	Genotype	Origin
YO780 (F13)	MATα *ho*Δ*0*::*hphMX4 SPS2*:*EGFP*:*NatMX*	[10]
YO1737	MATα *ho*Δ*0*::*hphMX4 SPS2*:*EGFP*:*NatMX dig1*Δ*0*::*kanMX*	YO780
YO1779	MATα *ho*Δ*0*::*hphMX4 SPS2*:*EGFP*:*NatMX4 tec1*Δ*0*::*kanMX*	YO780
YO1914	MATα *ho*Δ*0*::*hphMX4 SPS2*:*EGFP*:*NatMX4 sfl1*Δ*0*::*kanMX*	YO780

### RNA preparation and sequencing

After 2 days of growth on YPD (2% glucose) plates at 30° C, whole colonies, arrayed in a “checkerboard” pattern [16], were harvested by scraping cells off the surface of the agar plate. To obtain sufficient quantities of RNA, 3–5 colonies were pooled for each sample, with three biological replicate samples taken of each strain/genotype. For the wild-type F13 strain, after 5 days of growth the smooth interior of the colony and the structured outside region were isolated separately, with inside and outside samples from 3–5 colonies pooled as above. For the deletion derivatives of F13, which form either fully smooth (*tec1*Δ) or fully ruffled (*sfl1*Δ, *dig1*Δ) colonies, inside and outside samples were taken to match the proportions taken from the F13 colonies.

Following extraction by hot acid phenol [17], total RNA from the pooled colonies was quantified by Bioanalyzer (Agilent). 5 μg of total RNA for each sample was then processed using the Tru-Seq stranded mRNA kit (Illumina) following manufacturer instructions. Individual sequencing libraries were pooled and analyzed by paired-end, 51-nucleotide read sequencing in one lane of an Illumina HiSeq 2000.

### Read-pair alignment

Read-pair alignment was carried out against the S288c reference (R64-1-1), with the FASTA and GFF files extended (**S1** and **S2 Files**) to include ncRNAs and genes present in F45, a strain produced by the same cross that generated F13, but absent in S288c, as described previously [18]. Alignment was carried out using Bowtie2 (version 2.1.0) [19] with the parameters [-N 1 -I 50 -X 450 -p 6—reorder -x -S] and allowing 1 mismatch per read.

For each strain, read alignments were then converted to gene counts using featureCounts (version 1.4.0) in the Subread package [20], with the parameters [-a -o -t gene–g ID–s 2 -T 1 -p -P -d 50 -D 450]. Reads were not filtered based on mapping quality, and thus we have been cautious in our interpretation of counts of genes that have paralogs with similar sequences, or which contain large regions of low sequence complexity. Read sequences are available from the Gene Expression Omnibus under accession GSE274952. Gene count tables are provided in S3 File.

### Identification of genes responding to genotype or colony age/region

Analysis of gene expression was carried out using the edgeR [v. 3.6.8] [21] package for R [22] based on the tables of raw counts produced by featureCounts (S3 File). Library sizes were first normalized using calcNormFactors (applying Trimmed Mean of M-values). Then the data was filtered to include only ORFs present in the S288c reference genome (genes with systematic names beginning with “Y”) and the counts for each gene in each library were converted to log_2_ counts per million reads, using a prior count of 20 to reduce the variance associated with low-expression genes. This produced a table with 4 genotypes, measured in triplicate, across 3 times/regions (day-2, day-5-inside and day-5-outside) giving a total of 36 normalized libraries (S3 File). Two factor ANOVA models were then fit to this table with the first factor representing genotype (4 levels: *tec1*Δ, *wt*, *sfl1*Δ, *dig1*Δ) and the second factor representing the spatiotemporal variables (3 levels: day-2, day-5-inside and day-5-outside). Model fitting was performed twice, with the first ANOVA model allowing only an additive effect of the two factors (type II ANOVA) while the second ANOVA model included an interaction term between them (type III ANOVA). Multiple hypothesis correction was carried out for the p-value of the individual main and interaction terms in ANOVA separately using the Holm method [23]. We also tested each additive and interaction model against a null model (single mean) using ANOVA, and again multiple hypothesis corrected the results for each of the two models individually. For comparing the relative number of genes responding to the genotype and spatiotemporal factors, we used an adjusted p-value cutoff of 0.01 for each of the two terms in the additive ANOVA. To empirically confirm the stringency of our approach, we carried out one hundred permutations of the 36 sample measurements for each gene randomizing their sample label (i.e. the unique combinations of genotype spatiotemporal). We calculated the additive and interaction ANOVA p-values for each of these permutations and used these to calculate that our adjusted p-value cutoffs (p<0.01 versus null) for the additive and interaction ANOVAs correspond to empirical false discovery rates of 1.0 x 10^−05^ and 3.7 x 10^−05^, respectively.

We then identified genes with highly variable expression, having a minimum log_2_ expression variance of 0.2 across the whole dataset. Next, genes with an adjusted interaction term p-value of 0.01 or less from the interaction ANOVA were set aside as representing potential non-linear interactions between the two factors. From these, a final set of genes showing a strong non-additive response to both factors were then identified as those genes with a minimum r-squared of 0.9 in the interaction model. Among the remaining genes, those responding strongly and significantly to the individual factors were then identified from the first, additive ANOVA using a p-value cutoff of 0.01 (versus a null model) and a minimum r-squared cutoff of 0.7 for the full additive model, and a p-value cutoff of 0.01 for the factor of interest (all p-values were multiple hypothesis corrected, as described above).

### Characterization of gene expression patterns

For examination of patterns of gene expression responding to genotype, to the spatiotemporal factor, or additively to both, the individual effect of each factor was isolated by normalizing for any effect of the other factor. This was done by setting the mean log expression of each gene within each level of the second factor to zero. After this normalization, the expression profiles of genes responding strongly and significantly to each factor underwent hierarchical clustering by gene. This was done using the pheatmap command of edgeR, with the expression of each gene centered and scaled to mean = 0 and variance = 1 and using the “complete linkage” clustering method.

For genes responding to the genotype factor, the three highest level clusters were extracted directly from the hierarchical clustering results. For genes responding to the spatiotemporal factor, eight major classes of gene expression were identified from visual inspection of the initial hierarchical clustering. These patterns were encoded as follows (2 = high expression, 1 = intermediate expression, 0 = low expression) with each value applying to a single level of the spatiotemporal factor (day-2, day-5-inside, day-5-outside; each containing three replicates of the four genotypes): C1 = (2,0,0), C2 = (0,2,2), C3 = (2,2,0), C4 = (0,0,2), C5 = (2,1,0), C6 = (0,1,2), C7 = (0,2,0), C8 = (2,0,2). Each gene was then assigned to the class whose template pattern showed the highest correlation with the expression pattern of the gene. Expression heatmaps for all individual classes were produced using the pheatmap command, from the pheatmap package [24] in R.

Because the dataset includes expression measurements taken after deleting these genes, care must be taken in interpreting the expression patterns of *TEC1*, *SFL1* and *DIG1*.

### Functional enrichment of gene lists

Functional enrichment of *S*. *cerevisiae* gene lists was performed using g:Profiler [25] with a multiple hypothesis corrected (g:SCS) threshold of p<0.01.

## Results

### Strain F13 is a model for detecting both increases and decreases in the degree of colony structure

The haploid budding yeast strain F13, which was derived from a cross between a sake-brewing strain and an Ethiopian white tecc strain [26], displays an unusual, highly heritable, pattern of colony development on rich solid medium. Initially, the colony is unstructured, similar to common laboratory strains, but after three days of growth develops a clearly-defined, highly-structured outer ring, with a smooth, unstructured center (Fig 1). This morphology is unusual because most budding yeast genotypes that we have examined form either fully structured or fully smooth colonies. Colony morphology is both genetically and environmentally regulated, with strains reproducibly structured or smooth on specific media, but often structured on some media conditions and smooth on others [14]. A number of environment-sensing signaling pathways are known to contribute to this “switch” [14], with strain genotype then determining sensitivity to these signals.

**Fig 1:**
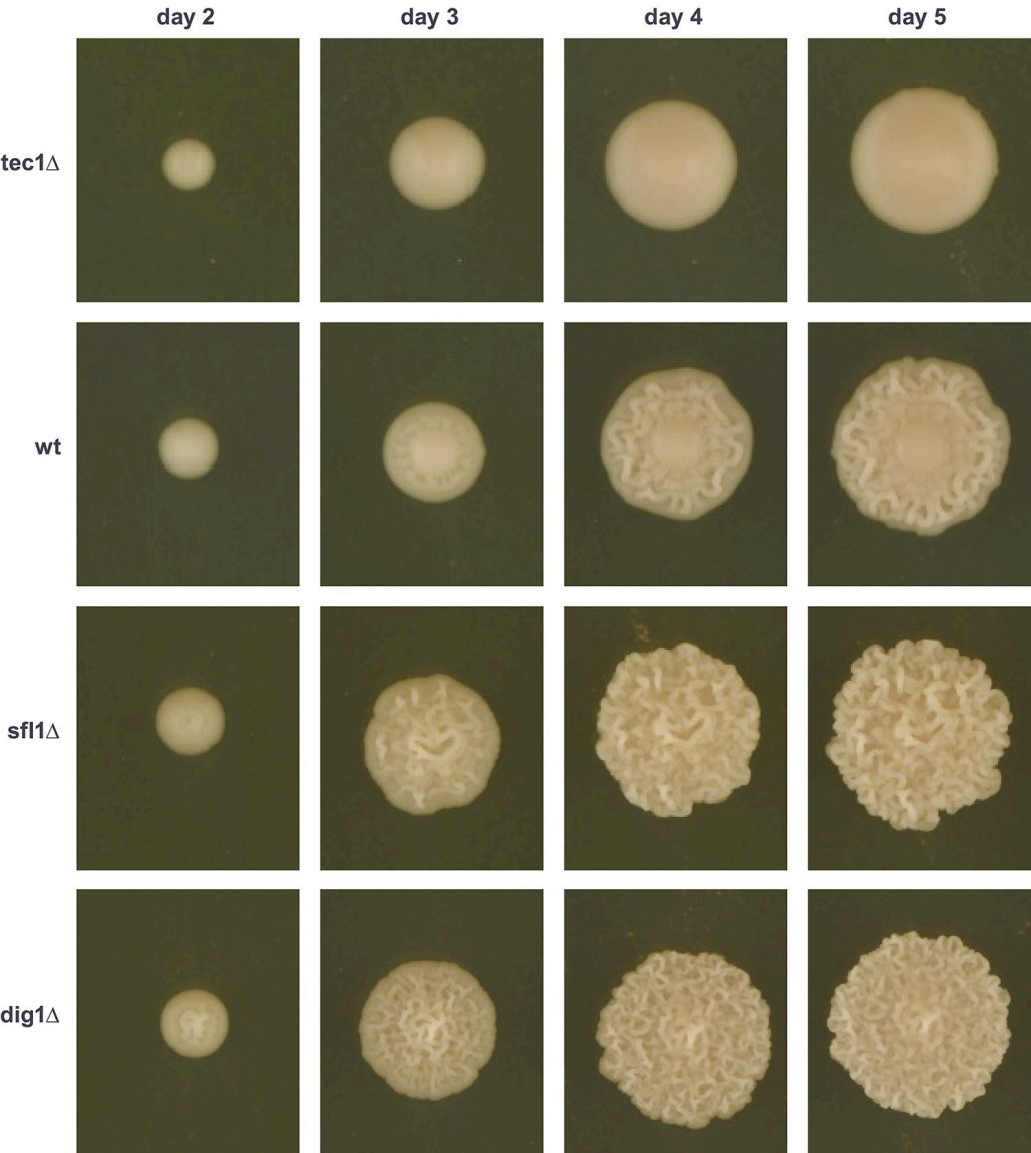
Morphology of F13 colonies as they develop over time and effect on colony morphology of deleting *TEC1*, *SFL1* and *DIG1*.

The unusual colony morphology of late-stage F13 colonies, having both smooth and structured zones, suggested that F13 might allow the detection of both perturbations that increase and perturbations that decrease the degree of complex colony morphology. We previously demonstrated [10] that genetic perturbations expected to increase colony structure cause F13 to form fully structured colonies, with no smooth center at late time points (Fig 1). Specifically, we deleted genes encoding two transcription factors, Dig1 and Sfl1, that operate in the filamentation MAPK cascade and the PKA/cAMP pathways respectively, that have been previously shown to inhibit complex colony morphologies [11–13]. F13 colonies of these genotypes have already begun to develop weak colony structure after two days of growth (day-2), when F13 colonies are still fully smooth (Fig 1). Here, we additionally tested the ability of F13 to respond to genetic perturbations that decrease colony structure, by deleting *TEC1*, a gene that also encodes a member of the filamentation MAPK cascade, but which promotes complex colony morphology [13]. Consistent with the known role of Tec1 as a positive regulator of the MAPK signaling pathway, deletion of *TEC1* produced colonies that remained fully smooth throughout their development (Fig 1). Therefore, it appears that strain F13 is indeed a model allowing detection both of perturbations increasing, and perturbations decreasing, colony structure.

### Patterns of gene expression in F13

To explore the patterns of gene expression associated with the regional development of colony morphology over time in strain F13 we carried out RNA-seq on complete F13 colonies from day-2 of growth (unstructured) and on the outer (structured) and inner (unstructured) regions of 5-day-old F13 colonies. In addition, we carried out RNA-seq on day-2 and day-5 colonies of strains harboring deletions of *DIG1*, *SFL1* or *TEC1*. Although colonies with these deletion genotypes were either fully smooth or fully structured at day 5, we also isolated comparable portions of the inner and outer regions of these colonies (**Materials and methods)**. This allowed comparison of the transcriptional profiles from three biological replicates of entire day-2 colonies as well as the outside and inside of each day 5 colony for all four genotypes. 

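The deposited data are counts of read pairs for 36 libraries, 3 for each of the 12 combinations of genotype and spatiotemporal level, prepared from poly(A) RNA of several pooled colonies with a strand-specific kit and sequenced as paired-end reads in a single lane. The authors aligned the reads with Bowtie2 to the S288c R64-1-1 reference, extended with non-coding RNAs and with genes found in strain F45, and counted them per gene with featureCounts on the strand of the gene, without normalization and without a filter on mapping quality. Counts of genes with close paralogs, such as the *PAU*, *TIR* and *FLO* families, can therefore include reads of their relatives. Of the 12131 features listed, 6575 are S288c ORFs with names that begin with Y, which are the genes the paper analyses.
The total count over all features was 14754093 to 19750082 read pairs (median 15539728) in the *tec1*Δ day-2 libraries, 13076395 to 14090351 (median 13660276) in F13 day-2, 14303453 to 16095820 (median 14811044) in *sfl1*Δ day-2 and 13106257 to 18060501 (median 15571395) in *dig1*Δ day-2. In the day-5-outside libraries it was 14650965 to 15961716 (median 15310064) in *tec1*Δ, 13444458 to 17168046 (median 15909850) in F13, 13838699 to 15857252 (median 14526331) in *sfl1*Δ and 13164692 to 16255301 (median 13278557) in *dig1*Δ. In the day-5-inside libraries it was 15756661 to 18320544 (median 16284840) in *tec1*Δ, 14796267 to 18349254 (median 15663681) in F13, 14553795 to 15946478 (median 15120213) in *sfl1*Δ and 14498475 to 15732654 (median 15437782) in *dig1*Δ. At these depths 1 count corresponds to less than 0.1 CPM, so the low counts of a gene, and not the totals, limit what can be seen of it.
Expression was taken as log2 CPM, the count scaled to the library's total over the ORFs, with a prior count of 20, computed as in the authors' R code. In that code the factors of edgeR's TMM method, which ranged from 0.894 to 1.07 here, cancel out, and the values with and without them differed by at most 0.0028. For the 485 ORFs of the normalized sheet of S3 File that could be read here, the largest difference from the authors' values was 4.98e-05. Libraries scaled by TMM instead have a higher median over all ORFs by 0.13 in F13 day-5-inside, and group medians that lie from -0.09 to 0.13 of those used here. Between libraries of the same group, Pearson's r across features on the log2 scale was 0.976 to 0.997. The squared differences between replicates were 4.69 to 142 times those of counting noise alone, so the spread between replicate libraries, and not counting noise, sets the precision of well-counted genes. The 3 pairs of *tec1*Δ day-5-outside libraries gave ratios of 16.8, 127 and 142, the largest of them in pairs that hold the third library.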

Using a single genetic background (F13) to compare gene expression in smooth versus structured colonies or colony-regions eliminates the effects of genome-wide sequence variation on gene expression that could potentially confound comparisons between genetically diverged fully-smooth versus fully-structured strains.

To identify the major patterns of gene expression relating to genotype, colony age and colony region, we carried out a two-way additive ANOVA on the gene expression data (normalized log_2_ counts per million reads) (**Materials and methods**). The first factor represented the genotype and had 4 levels: *tec1*Δ, wild-type F13 (WT), *sfl1*Δ and *dig1*Δ. The second factor captured the spatiotemporal variables and had 3 levels: day-2 (whole colony), day-5 (outside) and day-5 (inside). We identified 2,978 genes that showed a significant response to the two factors under an additive model (type II Anova p<0.01, after multiple hypothesis correction). 

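For each of the 6575 ORFs, a linear model with a genotype term and a spatiotemporal term was fitted to the log2 CPM of all 36 libraries and compared with a single mean by an F test. After Holm adjustment over all ORFs, 2978 had an adjusted p below 0.01, and the largest unadjusted p among these was 2.78e-06. No count was seen in any library for 65 of the ORFs, which could not pass. With Benjamini-Hochberg adjustment in place of Holm, the alternative that moved this number most, 4944 ORFs passed, including all 2978. Leaving out 1 library at a time gave from 2824 ORFs (without *tec1*Δ day-2 library c) to 3136 (without *tec1*Δ day-5-outside library c), where the letters only tell apart the libraries of a group. edgeR's quasi-likelihood test on the counts with Holm adjustment gave 3195 ORFs, of which 2941 were shared with the linear model.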

Using permutation testing (**Materials and methods**), we determined that our chosen significance threshold corresponds to an empirical false discovery rate of 1.0 x 10^−5^. 

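In 100 permutations that shuffled the 36 values of each ORF separately, 657500 tests of the additive model were made. Such shuffling breaks the variation that the ORFs of a library share. A single permuted test passed the threshold, 0.01 per permutation, which against the 2978 ORFs of the real data gives an empirical false discovery rate of 3.36e-06. The exact Poisson 95% interval around that 1 test runs from 0.0253 to 5.57 tests, so the rate is known only to lie between 8.50e-08 and 1.87e-05. For the model with an interaction term, 8 permuted tests passed against 2710 real ORFs, a rate of 2.95e-05 with an interval from 1.27e-05 to 5.82e-05.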

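In the fit of both factors, the F test of the spatiotemporal term had a Holm-adjusted p below 0.01 for 2772 of the 2978 ORFs and that of the genotype term for 344. The smallest adjusted p was 1.11e-23 for the spatiotemporal term and 1.26e-27 for the genotype term, the latter for the deleted gene *TEC1* itself. Without 1 library at a time the spatiotemporal number ranged from 2628 to 2915 and the genotype number from 305 to 338. The genotype number was the more sensitive to the test used: DESeq2's likelihood ratio test with the same adjustment called 693 ORFs for genotype and 3530 for the spatiotemporal factor.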

Among the set of genes, examination of the p-values associated with the two factors indicated that many more genes (2,772 vs 344) showed a significant (p<0.01, after multiple hypothesis correction) change in expression in response to the spatiotemporal factor than to the genotype factor (Fig 2). A total of 221 genes showed a significant additive response to both factors (see below).

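Both terms passed for 221 ORFs, and for 197 to 222 when 1 library was left out. *SFG1* (YOR315W, chromosome XV, 904760 to 905800) and *BUD9* (YGR041W, chromosome VII, 577487 to 579130) are examples with opposite directions of the genotype effect. *SFG1*, with 329 to 4320 counts per library, was higher in *dig1*Δ than in *tec1*Δ by 1.32 on the log2 scale (standard error 0.12) and fell by 1.89 (standard error 0.11) from day-2 to day-5-inside. *BUD9*, with 51 to 360 counts, fell by 0.89 (standard error 0.09) from *tec1*Δ to *dig1*Δ and by 1.13 (standard error 0.08) from day-2 to day-5-inside. The Holm-adjusted p of the genotype term was 2.61e-08 for *SFG1* and 1.38e-07 for *BUD9*.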

**Fig 2:**
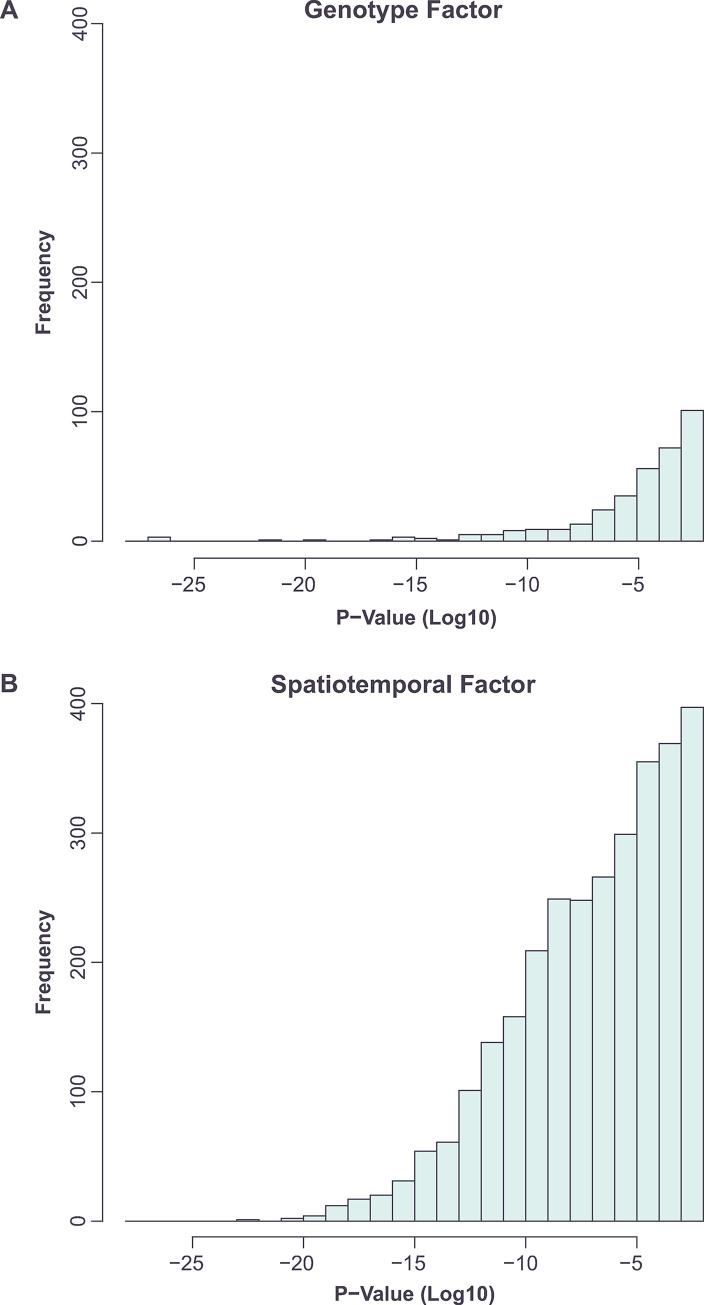
In an additive model, a smaller number of genes show a significant (p<0.01, multiple hypothesis corrected) response to the genotype factor (A) than to the spatiotemporal factor (B).

To isolate the major genotype-dependent and spatiotemporal patterns of gene expression we normalized our expression data for the effect of one factor and carried out hierarchical clustering to identify major patterns of gene expression associated with the remaining factor in isolation (for genes significantly responding to that factor, **Materials and methods**). 

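The variance of the log2 CPM over all libraries exceeded 0.2 for 792 of the ORFs. An interaction between the factors had an adjusted p below 0.01 for 78 of these, which left 714 that could enter the sets of strong additive responses. Of the 714, 642 met the remaining criteria for at least 1 of the factors. The limit on the variance matters most for the spatiotemporal factor: with a limit of 0.3, the genes with a strong spatiotemporal response numbered 349 in place of 616, and those with a strong genotype response 95 in place of 129.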

We focused on genes with the strongest and clearest additive response to the two factors, i.e. genes having a high degree of variation in expression within the experiment (variance of normalized log counts > 0.2) that was well explained by the additive model (r^2^>0.7). A small number of genes whose expression was better explained by a non-additive interaction between the two factors (**Materials and methods**) were excluded at this point for later analysis (see below).

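Reads on the deleted genes were almost absent from the matching strain. *TEC1* (YBR083W, chromosome II, 409169 to 410629) had 0 to 15 counts in the 9 *tec1*Δ libraries and 1016 to 2952 in the 27 others. *SFL1* (YOR140W, chromosome XV, 586981 to 589281) had 0 to 11 counts in *sfl1*Δ and 446 to 949 elsewhere, and *DIG1* (YPL049C, chromosome XVI, 462481 to 463839) had 2 to 12 in *dig1*Δ and 679 to 1586 elsewhere. Over all 36 libraries the variance of log2 CPM was 7.07 for *TEC1*, 4.10 for *SFL1* and 5.14 for *DIG1*. Without the libraries of the matching knockout it was 0.126, 0.0659 and 0.109. Among the strains that carry the gene, the group mean of *TEC1* lay between 6.13 in F13 day-5-inside and 7.40 in *dig1*Δ day-2, that of *SFL1* between 5.00 in *tec1*Δ day-2 and 5.73 in *dig1*Δ day-2, and that of *DIG1* between 5.61 in F13 day-5-inside and 6.53 in F13 day-2. Because of the deletions, *TEC1* is itself counted among the genes of cluster G1, and *SFL1* and *DIG1* among those of G2. The 12 ORFs nearest to the deleted genes differed between the matching strain and the others by -0.08 to 0.25, with a Holm-adjusted p of 1 for the genotype term in each case.

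**Figure D1:**
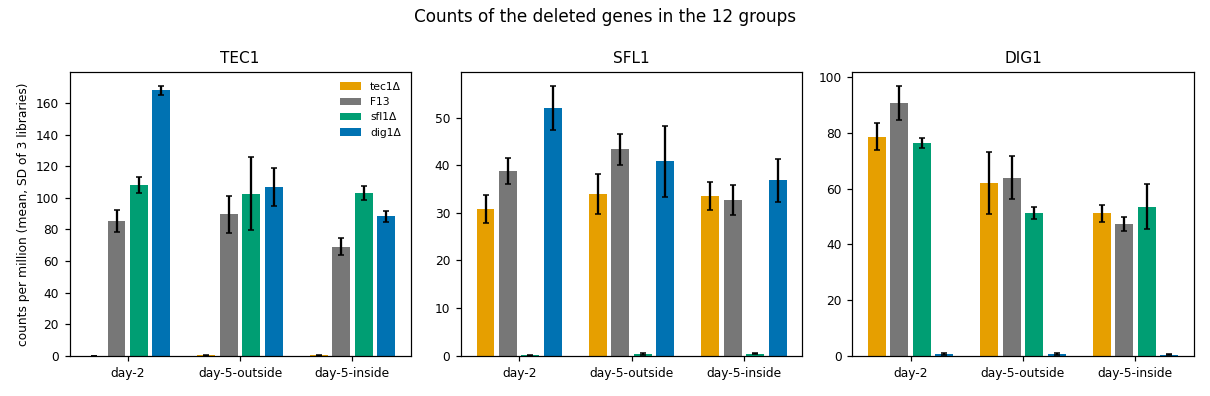
CPM of *TEC1*, *SFL1* and *DIG1* (vertical axis, from 0) in the 12 groups of genotype and spatiotemporal level. Bars are means and error bars standard deviations of 3 libraries; each gene is near 0 in the 3 groups of its own knockout.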

Interestingly, although deletion of *TEC1*, *SFL1* or *DIG1* was used to produce fully smooth or fully structured colonies in this study, the expression of these genes varies little across our samples, with the variance of normalized log counts falling below our threshold of 0.2 in all cases (once the matching knockout strain is excluded). These three genes encode signaling proteins whose activity is strongly regulated by phosphorylation, emphasizing that our study is focused on gene expression and not on regulatory processes, such as protein phosphorylation, that are independent of gene expression.

### Genotype-dependent patterns of gene expression

After normalizing for the spatiotemporal factor and carrying out hierarchical clustering (**Materials and methods**), three major patterns of gene expression were visible, among genes with statistically significant responses to the genotype factor (Fig 3).

**Fig 3:**
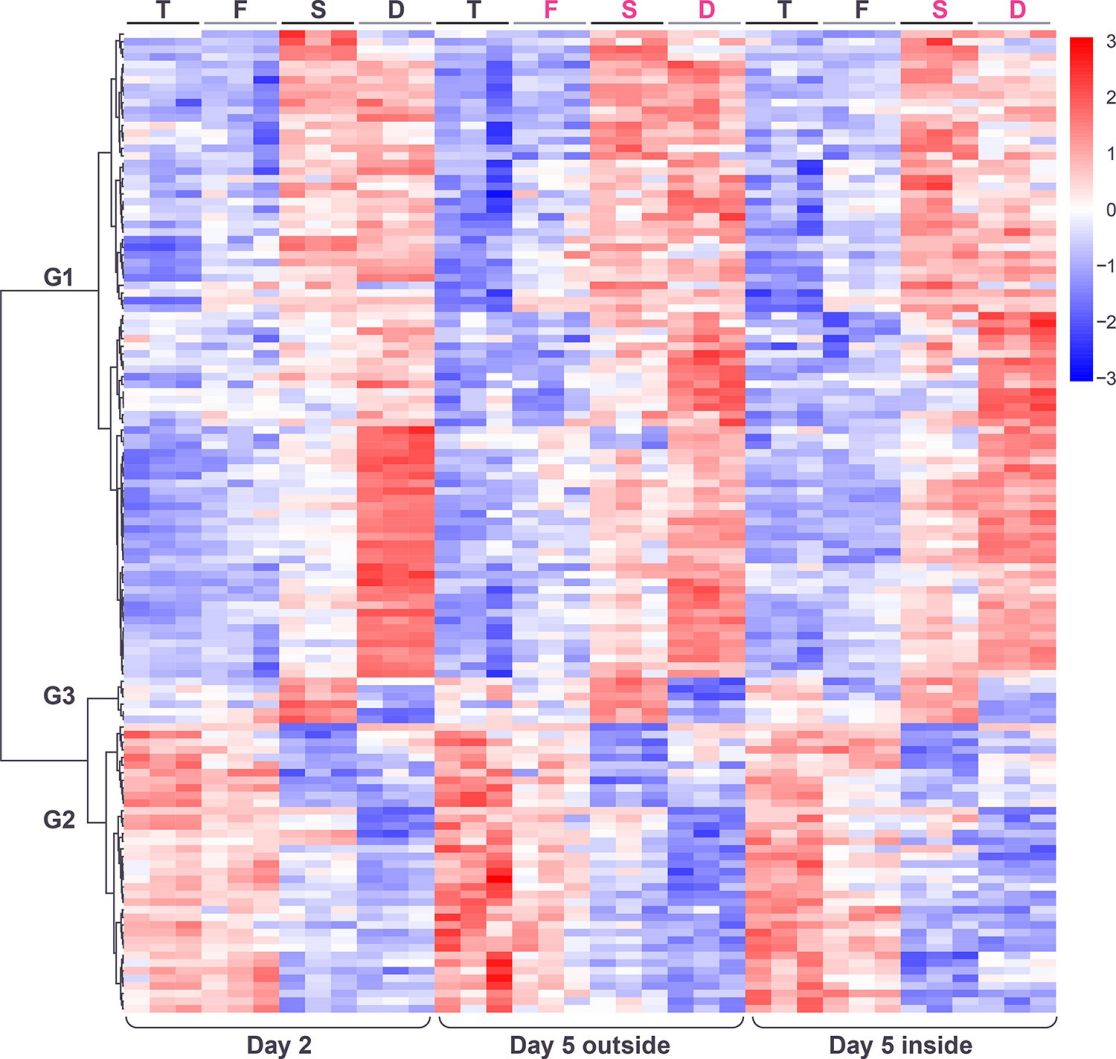
Heatmap showing hierarchical clustering of genes with significant changes in expression in response to genotype (after normalization for the spatiotemporal factor), across the three spatiotemporal conditions and three replicates. Color in heatmaps reflects log_2_ normalized expression for each gene (red high, blue low). Heatmap genotypes are indicated as T = *tec1*Δ, F = WT F13, S = *sfl1*Δ, D = *dig1*Δ, black font indicates unstructured samples, magenta font indicates structured samples. Genotype clusters (G1-G3) indicated.

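Cluster G1 held 85 genes and cluster G2 38, after Ward clustering of the log2 values on 1 minus Pearson's correlation as in the authors' code. Averaged over the 85 genes of G1, log2 CPM at day-2 were 5.45 ± 0.027 (SD, n = 3) in *tec1*Δ, 5.62 ± 0.074 in F13, 6.09 ± 0.043 in *sfl1*Δ and 6.41 ± 0.019 in *dig1*Δ. In day-5-outside they were 5.87 ± 0.073, 6.23 ± 0.034, 6.75 ± 0.072 and 6.94 ± 0.014, and in day-5-inside 5.82 ± 0.041, 6.05 ± 0.044, 6.65 ± 0.057 and 6.76 ± 0.013, in the same order of genotypes. Over the 38 genes of G2 they fell from 7.25 ± 0.067 in *tec1*Δ through 7.16 ± 0.060 and 6.57 ± 0.018 to 6.42 ± 0.060 in *dig1*Δ at day-2. G2 ran from 6.73 ± 0.074 to 5.51 ± 0.056 in day-5-outside and from 6.50 ± 0.037 to 5.45 ± 0.037 in day-5-inside. The step from *sfl1*Δ to *dig1*Δ in G2 at day-5-inside, from 5.48 ± 0.076 to 5.45, was smaller than the spread between replicates; the steps between the other genotypes in these clusters were larger than it, apart from *tec1*Δ to F13 in G2 at day-2, which was little larger than it. Over the 3 levels, G1 was higher in *dig1*Δ than in *tec1*Δ by 0.99 and G2 fell by 1.03. With a prior count of 2 the difference of G1 was 1.07 and that of G2 -1.13. These means include the deleted genes, *TEC1* in G1 and *SFL1* and *DIG1* in G2. Part of the steps and differences between genotypes therefore comes from the deletions themselves. Means without these genes were not computed.

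**Figure D2:**
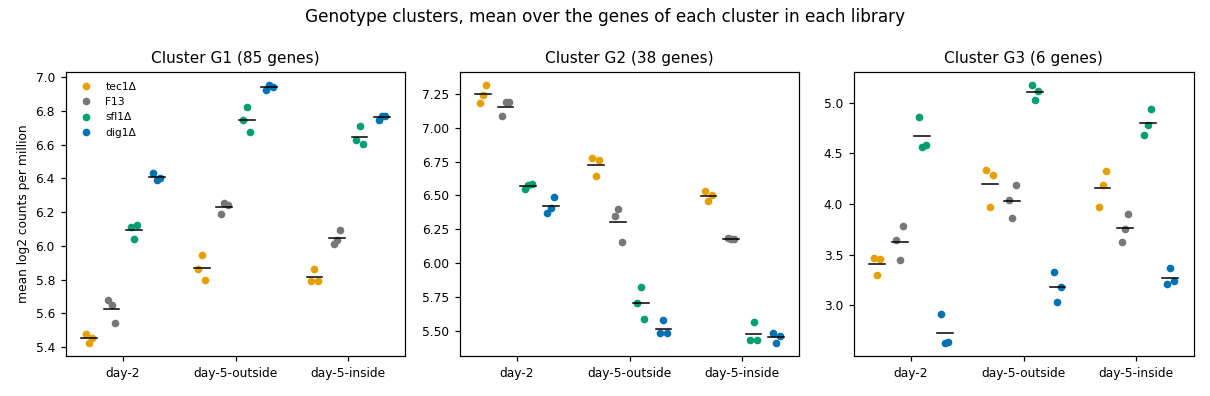
Mean log2 CPM over the genes of clusters G1, G2 and G3 (vertical axis) in the 12 groups of genotype and spatiotemporal level. Points are libraries and black bars group means; G1 rises and G2 falls from *tec1*Δ to *dig1*Δ, and G3 is highest in *sfl1*Δ.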

The first pair of clusters (G1 and G2) identified genes with mirror patterns of gene expression in the order *tec1*Δ, WT, *sfl1*Δ, *dig1*Δ, with *dig1*Δ showing the highest expression in cluster G1 and the lowest expression in cluster G2 (Fig 4). 

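Taken gene by gene, the mean over the 3 spatiotemporal levels was higher in both *sfl1*Δ and *dig1*Δ than in both *tec1*Δ and F13 for 82 of the 85 genes in G1, and lower in both for 37 of the 38 in G2. The full order of the 4 genotypes held for fewer genes, 48 in G1 and 20 in G2. In G1, the highest mean was that of *dig1*Δ for 63 genes and of *sfl1*Δ for 22, and *tec1*Δ was lowest for 66. In G2, *tec1*Δ was highest for 35 genes, while the lowest mean was that of *dig1*Δ for 21 and of *sfl1*Δ for 17.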

The order of these genotypes corresponds to the associated degree of colony morphology seen at day 5, with *tec1*Δ fully smooth, F13 WT intermediate and *sfl1*Δ and *dig1*Δ fully ruffled, i.e. the expression level of these genes correlates (positively in cluster G1 and negatively in cluster G2) with the degree of colony structure associated with each genotype. 

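Direct GO annotations with experimental evidence, from the RefSeq annotation of the genome, were tested with a one-sided Fisher's exact test against the 5291 annotated ORFs with a mean of at least 20 counts; these tests were added after the data were seen, and their 18 p-values were adjusted together by the Benjamini-Hochberg method. Of the 73 annotated genes of G1, 7 were annotated to the fungal-type cell wall where 1.02 were expected (adjusted p = 0.000123), and 4 to the extracellular region where 0.414 were expected (adjusted p = 0.00114, same exact test). The term cell periphery applied to 11 genes of G1 against 3.60 expected (adjusted p = 0.00118, same exact test). Targets of transcription factors were not analysed here.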

Genes in cluster G1 are significantly enriched (p<0.01) for a number of GO terms, including “fungal-type cell wall” (GO:0009277; p = 2.71e-04), “extracellular region” (GO:0005576; p = 7.78e-04) and “regulation of establishment or maintenance of cell polarity” (GO:0032878; p = 5.67e-04), and for targets of the transcription factor Tec1 (TF:M01810_0; p = 3.38e-07) (S1 Table). Genes in cluster G2 are significantly enriched for several GO terms including “extracellular region” (GO:0005576; p = 1.78e-11), “fungal-type cell wall” (GO:0009277; p = 1.72e-09), “cell wall organization” (GO:0071555; p = 1.42e-05), “hydrolase activity, hydrolyzing O-glycosyl compounds” (GO:0004553; p = 7.59e-05) and “side of membrane” (GO:0098552; p = 2.51e-04) and for targets of the transcription factor Matalpha2-Mcm1 (TF:M08191; p = 1.58e-04) (S2 Table).

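In G2, 10 of 34 annotated genes belonged to the fungal-type cell wall, against 0.476 expected (one-sided Fisher's exact test, adjusted p = 2.77e-10). The extracellular region accounted for 4 genes against 0.193 expected and the cell periphery for 9 against 1.68 expected, with an adjusted p of 7.92e-05 for each. The share of cell wall genes was thus larger in G2 than in G1, in a cluster of fewer genes.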

**Fig 4:**
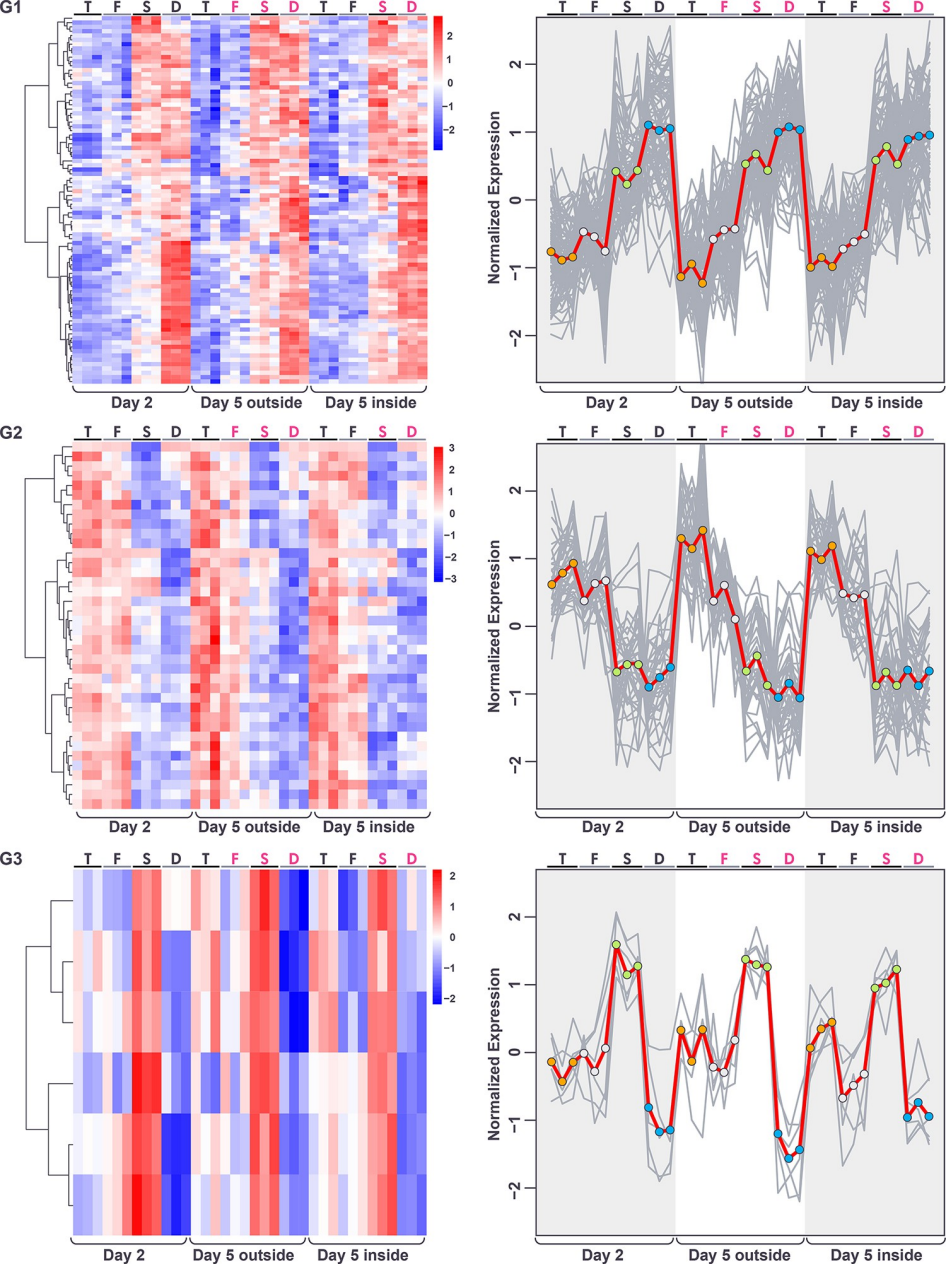
Gene expression patterns (after normalization for spatiotemporal factor) within each of the 3 genotype clusters displayed as heatmaps (left) and expression traces (right) of all genes within each cluster (grey lines). In the expression traces, the mean expression of the genes in the cluster is highlighted in red line with circles reflecting genotype (orange = *tec1*Δ, grey = *wt*, green = *sfl1*Δ, blue = *dig1*Δ). Color in heatmaps reflects log_2_ normalized expression for each gene (red high, blue low) and genotypes are indicated as T = *tec1*Δ, F = WT F13, S = *sfl1*Δ, D = *dig1*Δ, (black font = unstructured, magenta font = structured).

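*BSC1* (YDL037C), *PRM7* (YDL039C), *MGA1* (YGR249W), *AQY2* (YLL052C), *YLL053C* and *FIT2* (YOR382W) formed a cluster apart from G1 and G2. From *sfl1*Δ to *dig1*Δ, log2 expression fell by 3.01 in *BSC1* (standard error 0.19), 2.28 in *PRM7* (0.18), 2.20 in *MGA1* (0.22), 1.27 in *YLL053C* (0.13), 1.09 in *AQY2* (0.11) and 0.94 in *FIT2* (0.14). All 6 were highest in *sfl1*Δ, and 5 were lowest in *dig1*Δ. The exception was *FIT2*, whose *dig1*Δ mean was above that of F13 by 0.04. *BSC1* had between 2 and 351 counts per library and *AQY2* between 17 and 162, so their values rest on fewer reads than those of *FIT2*, with 685 to 6241. *BSC1* and *PRM7* are neighbors on chromosome IV (384601 to 385587 and 381985 to 384081), and *AQY2* and *YLL053C* overlap on chromosome XII (35912 to 36361 and 35503 to 35961), so reads of the overlap cannot be assigned to 1 of them. The size of this cluster depended on single choices: without F13 day-5-outside library c it held 16 genes, with a prior count of 2 it held 13, and with complete linkage 19.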

The final cluster (G3) identified a group of only 6 genes (*BSC1*, *PRM7*, *MGA1*, *AQY2*, *YLL053C*, *FIT2*) with highest expression in *sfl1*Δ and lowest expression in *dig1*Δ. These genes are significantly enriched for several GO terms, including “water channel activity” (GO:0015250; 5.62e-04) and water transport (GO:0006833; 2.63e-03) (**S3 Table**).

### Spatiotemporal patterns of gene expression

After normalizing for genotype and carrying out hierarchical clustering (**Materials and methods**), 4 major patterns of gene expression were visible, among genes with statistically significant responses to the spatiotemporal factor. These four major patterns could be grouped into two sets of “mirror” pairs. The first set consisted of one group of genes with higher expression in the day-5-outside sample and lower expression in the other two samples, and one group of genes with the reverse pattern, having lowest expression in the day-5-outside sample (Fig 5). Both of these groups were small (clusters C7 and C8, below).

**Fig 5:**
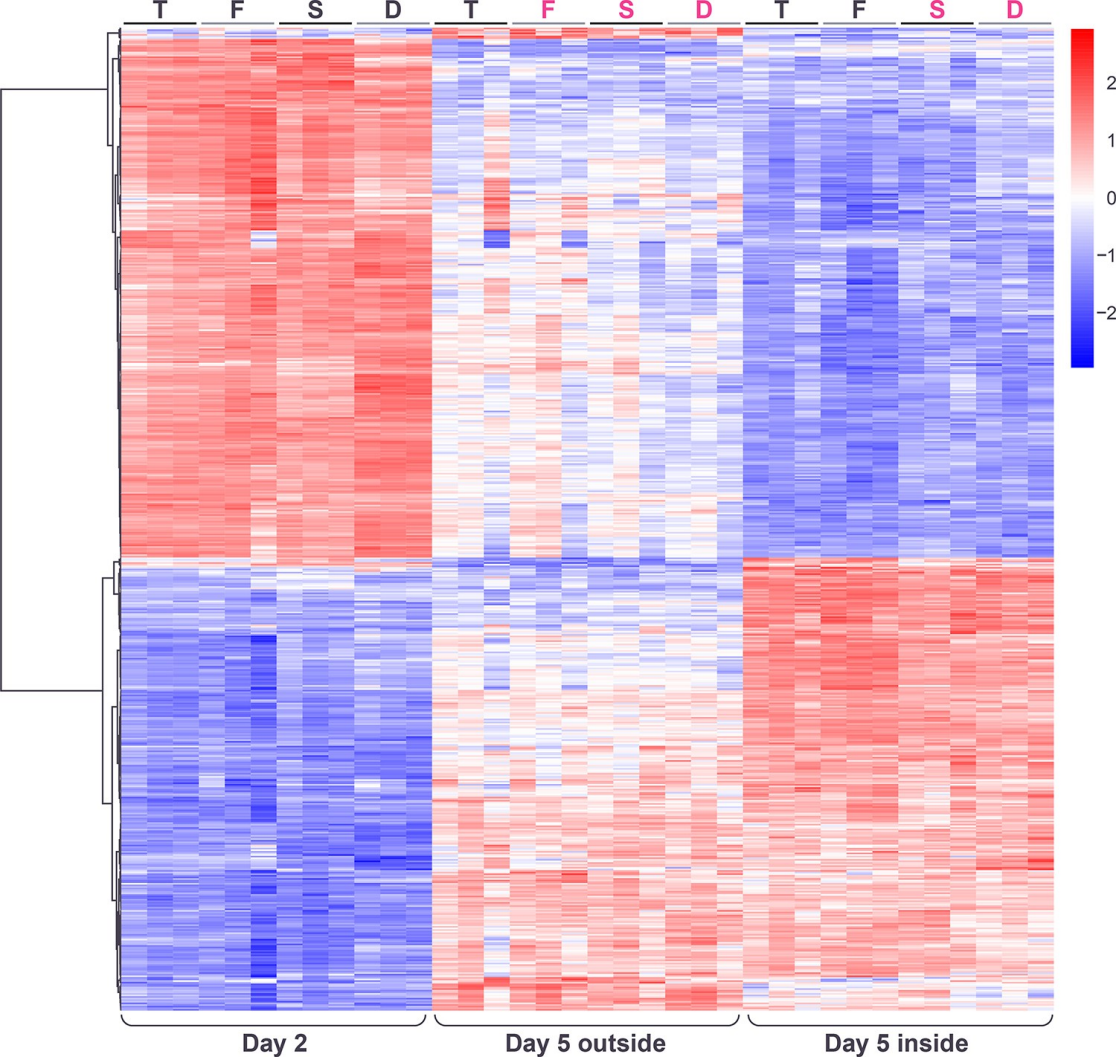
Heatmap showing hierarchical clustering of genes with significant changes in expression in response to the spatiotemporal factor (after normalization for genotype), across the four genotypes and three replicates. Color in heatmaps reflects log_2_ normalized expression for each gene (red high, blue low) and genotypes are indicated as T = *tec1*Δ, F = WT F13, S = *sfl1*Δ, D = *dig1*, (black font = unstructured, magenta font = structured).

The second set of mirrored expression patterns consisted of one large group of genes with higher expression at day-2 and lower expression in the day-5-inside sample, and another large group showing the reverse pattern (day-2 low, day-5-inside high) (Fig 5). Within this second set, a continuum of expression levels was observed in the day-5-outside sample, therefore we further split these two sets of genes based on whether the day-5-outside expression level was intermediate between the day-2 and day-5-inside samples, or whether it more closely matched either the day-2 or day-5-inside expression level (**Materials and methods**). This gave us three pairs of mirror clusters (C1-C6, Figs 6 and 7).

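Each of the 616 genes with a strong spatiotemporal response was assigned to the template of the 8 with which its log2 values, centered within each genotype, had the highest correlation. Clusters C1 and C2 received 64 and 145 genes, C3 and C4 15 and 33, and C5 and C6 247 and 95. Expression in day-5-outside lay between that of day-2 and day-5-inside for every gene of C5 and C6, for 13 of the 15 in C3 and 22 of the 33 in C4, and for 42 of the 64 in C1 and 81 of the 145 in C2.

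**Figure D3:**
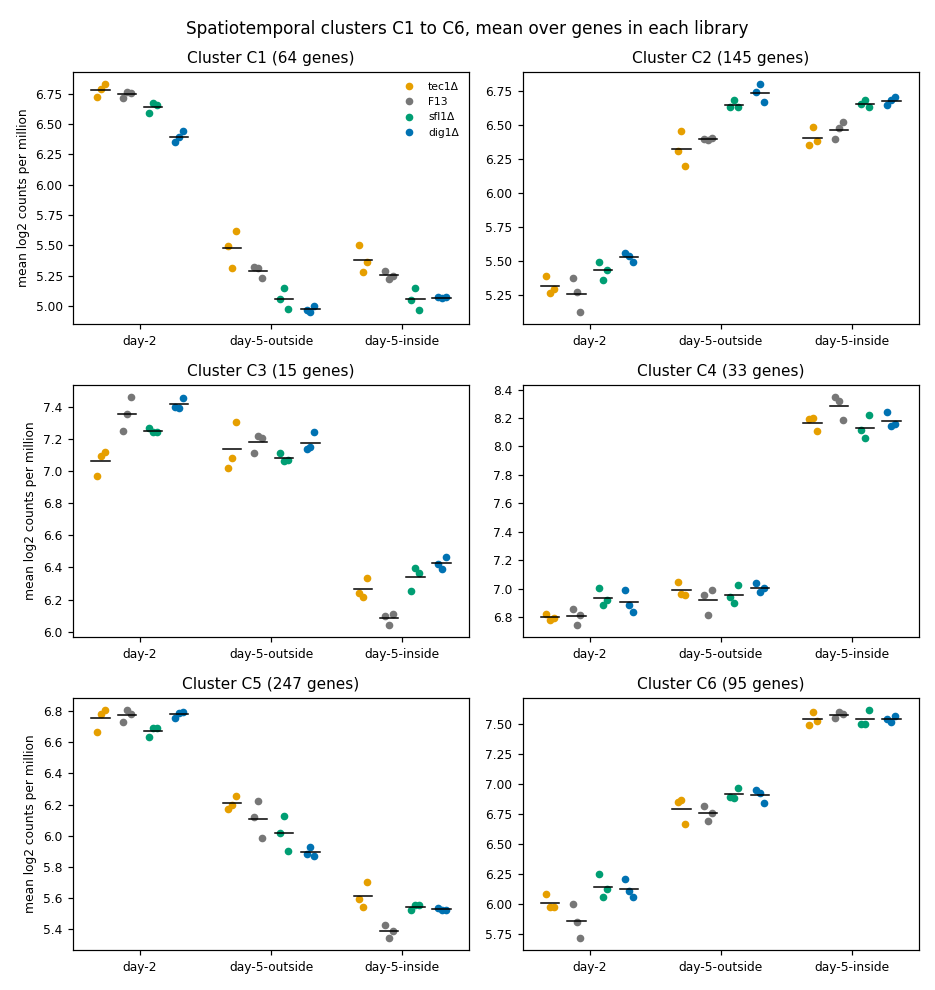
Mean log2 CPM over the genes of clusters C1 to C6 (vertical axis) in the 12 groups, with points for libraries and black bars for group means. C1, C3 and C5 fall from day-2 to day-5-inside and C2, C4 and C6 rise, and the panels differ in where day-5-outside lies.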

**Fig 6:**
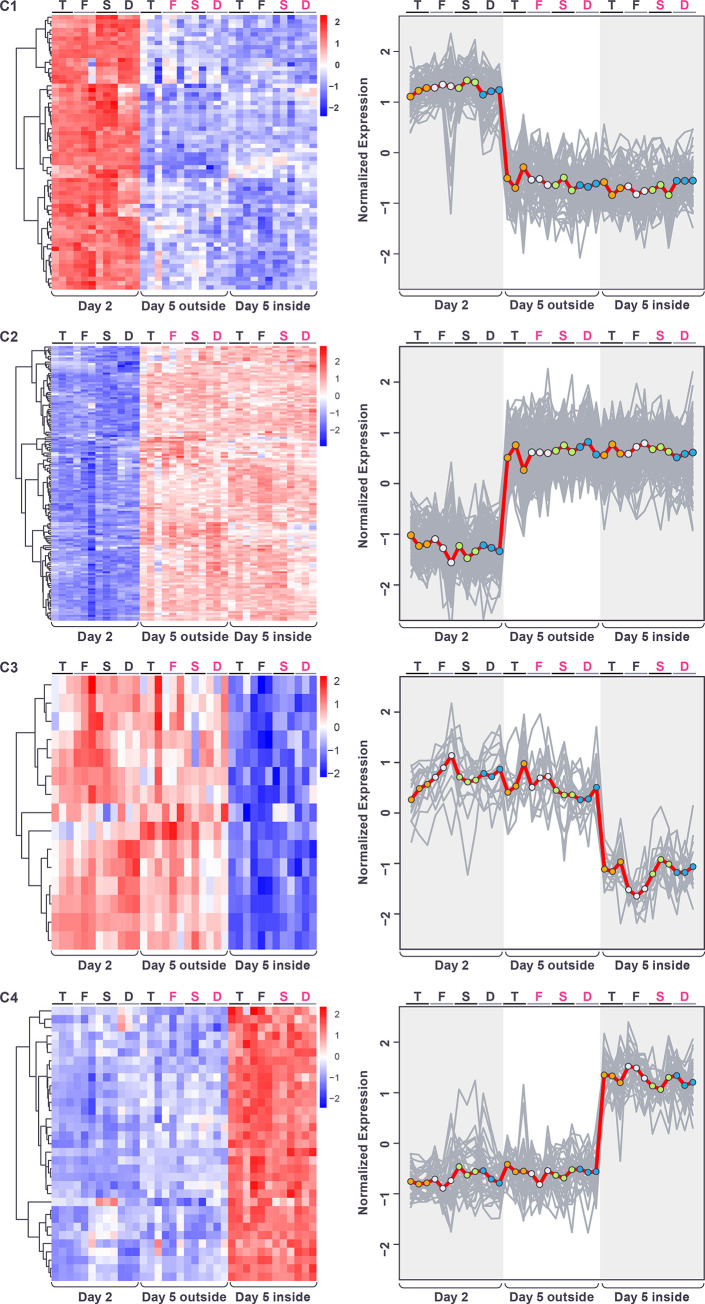
Gene expression patterns (after normalization for genotype) within each of the first four spatiotemporal clusters displayed as heatmaps (left) and expression traces (right) of all genes within each cluster (grey lines). In the expression traces, the mean expression of the genes in the cluster is highlighted in red line with circles reflecting genotype (orange = *tec1*Δ, grey = WT F13, green = *sfl1*Δ, blue = *dig1*Δ). Color in heatmaps reflects log_2_ normalized expression for each gene (red high, blue low) and genotypes are indicated as T = *tec1*Δ, F = WT F13, S = *sfl1*Δ, D = *dig1*Δ, (black font = unstructured, magenta font = structured).

**Fig 7:**
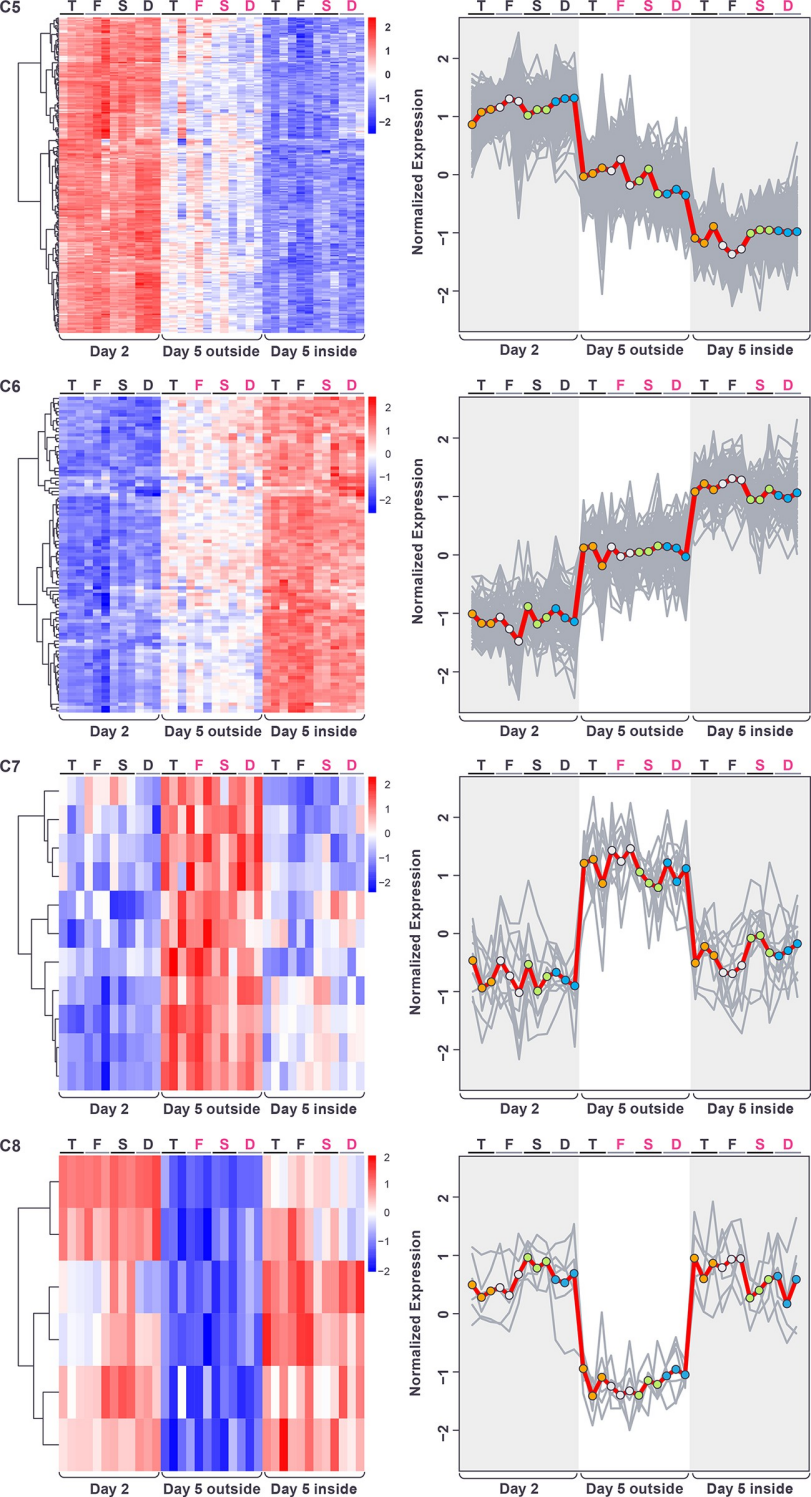
Gene expression patterns (after normalization for genotype) within each of the second four spatiotemporal clusters displayed as heatmaps (left) and expression traces (right) of all genes within each cluster (grey lines). In the expression traces, the mean expression of the genes in the cluster is highlighted in red line with circles reflecting genotype (orange = *tec1*Δ, grey = WT F13 green = *sfl1*Δ, blue = *dig1*Δ). Color in heatmaps reflects log_2_ normalized expression for each gene (red high, blue low) and genotypes are indicated as T = *tec1*Δ, F = WT F13, S = *sfl1*Δ, D = *dig1*, (black font = unstructured, magenta font = structured).

The first pair of these “mirror” clusters (C1 and C2) consisted of expression patterns that correspond to colony age/size, namely genes with differential expression between day-2 and day-5 that exhibited little difference in expression between the outside and inside regions of the day-5 colonies. Genes in cluster C1 were repressed at day-5, and genes in cluster C2 were induced (Fig 6). 

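In C1, the mean over the 4 genotypes fell by 1.44 on the log2 scale from day-2 to day-5-outside and by 1.45 to day-5-inside, a difference of 0.01 between the regions. In C2 it rose by 1.14 and 1.17, and day-5-outside was 0.03 below day-5-inside. In F13, C1 went from 6.75 ± 0.026 (SD, n = 3) at day-2 to 5.29 ± 0.048 outside and 5.25 ± 0.035 inside, and C2 from 5.26 ± 0.13 to 6.39 ± 0.0069 outside and 6.46 ± 0.063 inside. The scaling of the libraries shifts both clusters the same way, since it moves the inside libraries against the day-2 ones: with TMM effective library sizes the change from day-2 to day-5-inside was -1.37 in C1 and 1.25 in C2, and with DESeq2 size factors -1.27 and 1.34.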

Genes in cluster C1 are significantly enriched for a number of GO terms that include “extracellular region” (GO:0005576; p = 4.23e-06), “fungal-type cell wall” (GO:0009277; p = 1.25e-05) and “side of membrane” (GO:0098552; p = 7.91e-05 (S4 Table), while genes in cluster C2 are significantly enriched for several GO terms, including “cellular component assembly involved in morphogenesis” (GO:0010927; p = 6.06e-05), “fungal-type cell wall” (GO:0009277; p = 1.86e-03), “prospore membrane” (GO:0005628; p = 6.33–03) and “glyoxalase III activity” (GO:0019172; p = 9.42e-03) (S5 Table).

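Among 56 annotated genes of C1, 18 were annotated to the cell periphery where 2.76 were expected (one-sided Fisher's exact test, adjusted p = 5.91e-10), 9 to the fungal-type cell wall (0.783 expected, adjusted p = 2.01e-07) and 3 to the extracellular region (0.318 expected, adjusted p = 0.00479). Among 119 annotated genes of C2, 9 were annotated to the cell wall against 1.66 expected, 1 to the extracellular region against 0.675 expected (adjusted p = 0.496) and 10 to the cell periphery against 5.87 expected (adjusted p = 0.0719, same exact test). Of these 3 terms, the cell wall alone passed 0.01 in C2.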

The second pair of clusters (C3 and C4) reflect expression changes specific to the inside of the day-5 colonies, with genes exhibiting similar expression levels between the day-2 and the day-5-outside samples, but different levels of expression in the day-5-inside sample. 

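The mean of cluster C3, with 15 genes, changed by -0.13 on the log2 scale from day-2 to day-5-outside and by -0.99 to day-5-inside. For the 33 genes of C4 these changes were 0.11 and 1.33. In *sfl1*Δ, C3 stood at 7.25 ± 0.016 (SD, n = 3) at day-2, 7.08 ± 0.029 outside and 6.34 ± 0.075 inside, and C4 at 6.94 ± 0.061, 6.95 ± 0.064 and 8.13 ± 0.084. In F13, C3 went from 7.35 ± 0.11 at day-2 to 7.18 ± 0.058 outside, while in *tec1*Δ the change was of the other sign, from 7.06 ± 0.082 to 7.13 ± 0.15, and within the spread of the replicates. *BUD8* (YLR353W, chromosome XII, 834352 to 836163), in C3 and in G1, changed by -0.12 from day-2 to day-5-outside and by -0.84 (standard error 0.07) to day-5-inside. With DESeq2 size factors the inside changes were -0.80 for C3 and 1.52 for C4.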

In cluster C3 the genes were repressed in the day-5-inside sample and in cluster C4 they were induced (Fig 6). No significant GO or KEGG term enrichment was seen for genes in cluster C3 (S6 Table). Genes in cluster C4 were significantly enriched for a number of GO terms including “monocarboxylic acid metabolic process” (GO:0032787; p = 2.61e-07), “cellular lipid metabolic process” (GO:0044255; p = 2.59e-06) “C-acyltransferase activity” (GO:0016408; p = 1.00e-03), “ammonium transmembrane transporter activity” (GO:0008519; p = 1.00e-03) and “fatty acid synthase complex” (GO:0005835; p = 3.48e-03) (S7 Table).

The third pair of clusters (C5 and C6) consisted of genes for which levels of expression in the day-5-outside sample was intermediate between that of the day-2 and day-5-inside samples. 

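Over the 247 genes of C5, log2 expression fell by 0.69 from day-2 to day-5-outside and by 1.23 to day-5-inside. Over the 95 genes of C6 it rose by 0.81 and 1.51. Day-5-outside was above day-5-inside by 0.54 in C5 and below it by 0.71 in C6, where the difference is -0.71. In *tec1*Δ, which forms smooth colonies in both regions, C5 was at 6.75 ± 0.075 (SD, n = 3) at day-2, 6.21 ± 0.042 outside and 5.61 ± 0.081 inside, and C6 at 6.01 ± 0.066, 6.79 ± 0.11 and 7.53 ± 0.054. In *dig1*Δ, ruffled in both regions, C5 was at 6.78 ± 0.019, 5.89 ± 0.029 and 5.53 ± 0.0088, and C6 at 6.12 ± 0.075, 6.90 ± 0.056 and 7.54 ± 0.024.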

In cluster C5, expression was lowest in the day-5-inside sample while in cluster C6 expression was highest in that sample (Fig 7). Genes in cluster C5 were enriched for GO terms that include “cytoskeleton” (GO:0005856; p = 2.09e-12), “amino acid biosynthetic process” (GO:0008652; p = 3.42e-12), “cellular bud” (GO:0005933; p = 2.96e-11) and “heterocyclic compound binding” (GO:1901363; p = 2.80e-06) and the KEGG term “Biosynthesis of amino acids” (KEGG:01230; p = 4.54e-15) (S8 Table). Genes in cluster C6 were enriched for GO terms including “sorbitol transport” (GO:0015795; p = 2.37e-05), “monocarboxylic acid metabolic process” (GO:0032787; p = 7.41e-05) and “peroxisome” (GO:0005777; p = 3.28e-04) (S9 Table).

The final pair of clusters (C7 and C8) displayed expression patterns that were specific to the outside region of the day-5 colonies. These clusters contain a small number of genes with similar levels of expression in day-2 and day-5-inside samples, but that differed from expression in the day-5-outside sample. 

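Clusters C7 and C8 received 11 and 6 genes. The mean of C7 was higher in day-5-outside than at day-2 by 0.80 and than in day-5-inside by 0.63, while the inside exceeded day-2 by 0.17. The mean of C8 in day-5-outside was lower than at day-2 by a log2 difference of -1.41 and than in day-5-inside by -1.24. In F13, C7 was at 5.49 ± 0.13 (SD, n = 3) at day-2, 6.43 ± 0.034 outside and 5.58 ± 0.028 inside, and C8 at 7.20 ± 0.072, 5.80 ± 0.068 and 7.27 ± 0.059. With DESeq2 size factors the difference between outside and inside became 0.53 for C7 and -1.35 for C8. *GID10* (YGR066C, chromosome VII, 620921 to 621799), in C7 and G1, had 196 to 1093 counts and rose by 0.88 from day-2 to day-5-outside against 0.10 (standard error 0.13) inside. Its genotype term passed the threshold by little, with a Holm-adjusted p of 0.00977, and was no longer below it in 28 of the 36 fits that each left out 1 library.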

In cluster C7 (S10 Table), expression was high in the day-5-outside sample while in cluster C8 (S11 Table) expression was low in that sample (Fig 7). No significant GO or KEGG term enrichment was seen for genes in either cluster.

### Genes responding additively to both genotype and spatiotemporal factors

Our analysis so far examined genes responding either to a single factor (genotype or spatiotemporal) or additively to both factors, allowing the effect of each factor to be studied in isolation and genes to be clustered into a discrete set of factor-specific expression patterns. Next, for genes responding to both factors, we examined how the genotype and spatiotemporal clusters interacted with one another, i.e. were genes in specific genotype clusters over-represented in a subset of spatiotemporal clusters? The number of genes responding additively to both factors was much larger than expected by chance, with 616 genes responding to the spatiotemporal factor, 129 genes responding to genotype, and 103 genes responding to both (Fisher’s Exact Test: one tailed p = 4.73e-84; 6575 genes total). That is, genes responding to the genotype factor are essentially a subset of those responding to the spatiotemporal factor. 

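Of the 129 genes with a strong genotype response, 103 (79.8%) also had a strong spatiotemporal response and 26 did not. Over all 6575 ORFs, 12.1 shared genes would be expected under independence, and the one-sided Fisher's exact test gave p = 4.73e-84. Both sets require a high variance, a good additive fit and no interaction, which few ORFs meet. When the p-values of the 2 terms alone defined the sets, among 5706 ORFs with a mean of at least 20 counts, 221 genes were shared against 176 expected, a ratio of 1.26 (one-sided Fisher's exact test, p = 2.34e-07). Both terms of a gene are tested against the same residual spread, which can by itself make them pass together. When 1 library was left out, the shared genes numbered 94 to 108.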

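Among the 103 shared genes, the 2 sets of clusters were compared with a two-sided Fisher's exact test, which gave p = 2.05e-08. Under independence, C1 would hold 7.26 of the G1 genes, 3.31 of the G2 genes and 0.427 of the G3 genes, and it held 0, 11 and 0. C2 would hold 29.7, 13.5 and 1.75, and it held 39, 4 and 2. C5 held 11 of the G1 genes against 15.2 expected and 12 of the G2 genes against 6.92 expected. C6 held 8, 2 and 1 genes of G1, G2 and G3, C3 held 5, 1 and 0, and C7 4, 0 and 1. In C4 there was 1 gene of G1 and in C8 1 gene of G2.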

For the shared set of genes, the distribution of counts (**Table 2**) across the clusters of the two factors was clearly non-independent (Fisher’s Exact Test: two tailed p = 2.05e-08), indicating a relationship between the spatiotemporal and genotype expression patterns.

**Table 2:** Overlap between genes in spatiotemporal clusters (C1-8) and genotype clusters (G1-G3).

Cluster	G1	G2	G3
C1	0	11	0
C2	39	4	2
C3	5	1	0
C4	1	0	0
C5	11	12	0
C6	8	2	1
C7	4	0	1
C8	0	1	0

We next looked in more detail at the relationship between the spatiotemporal and genotype clusters, for genes responding to both factors. The expression pattern of genes in cluster G1 correlates positively with degree of fluffiness associated with each genotype. Genes in this cluster were over-represented in spatiotemporal cluster C2 (low expression in day-2 and high expression in both day-5 samples) and under-represented in cluster C1 (high expression in day-2 and low expression in both day-5 samples), compared to expectation under independence. 

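With C1 and G1 sharing no gene where 7.26 would fall by chance, the 39 genes common to G1 and C2 made up 45.9% of G1. This number was 28 with TMM effective library sizes, the lowest among the alternatives, and 26 of those 28 genes were among the 39. Leaving out 1 library at a time gave from 32 (without F13 day-2 library c) to 40.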

In fact, out of all 85 genes in cluster G1 (regardless of any response to the spatiotemporal factor) a total of 39 (46%) were also placed in cluster C2. Taken together, these data suggest that there is a significant overlap between genes whose expression correlates positively with more structured genotypes and genes whose expression is higher in day-5, when ruffled morphology is most strongly developed, than in day-2, when it is weak or has not yet developed.

The opposite pattern was seen for genes in cluster G2 (gene expression correlates negatively with degree of fluffiness of genotype) whose expression also responded to the spatiotemporal factor. For these genes, an under-representation was seen in cluster C2 (low expression in day-2 and high expression in both day-5 samples) and an over-representation was seen in cluster C1 (high expression in day-2 and low expression in both day-5 samples), compared to the expectation under independence. That is, there is a strong overlap between genes whose expression correlates negatively with more structured genotypes and genes whose expression is higher in day-2 than in day-5.

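The 11 genes in both G2 and C1 made up the smaller of the overlaps and the less stable. Without F13 day-5-outside library c the number was 7, and the other fits without 1 library gave up to 12. With TMM effective library sizes it was 19, with DESeq2 size factors 16, with complete linkage 8, and with the order of levels in the templates that the methods describe 22. The 11 genes remained in each of the first, second and last of these alternatives, and 8 of them with complete linkage. In cluster C2, 4 genes of G2 were found.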

Taken together, the overlap patterns seen with clusters G1, G2, C1 and C2 suggest the existence of a reciprocal relationship between expression in the structured vs smooth genotypes and expression in day-5 versus day-2. These patterns suggest that these two sets of genes (G1+C2 and G2+C1) might include genes important for the development of ruffled versus smooth colony morphologies.

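Averaged over the 39 genes of G1 and C2, log2 CPM in F13 rose from 5.44 ± 0.14 (SD, n = 3) at day-2 to 6.53 ± 0.041 in day-5-outside and 6.56 ± 0.062 in day-5-inside. The template of C2 has equal levels outside and inside, so a small difference between the regions follows from the choice of the genes. In *dig1*Δ the values were 6.05 ± 0.016, 7.34 ± 0.042 and 7.21 ± 0.035, and in *tec1*Δ 5.42 ± 0.063, 6.27 ± 0.11 and 6.34 ± 0.082. Over the 11 genes of G2 and C1, F13 fell from 6.53 ± 0.065 at day-2 to 4.53 ± 0.27 outside and 4.50 ± 0.021 inside, *dig1*Δ from 5.60 ± 0.073 to 3.57 ± 0.052 and 3.61 ± 0.011, and *tec1*Δ from 6.68 ± 0.088 to 5.04 ± 0.25 and 4.91 ± 0.16. Both *sfl1*Δ and *dig1*Δ were above *tec1*Δ and F13 for 38 of the 39 genes, and below them for all 11. From the over-represented overlaps of G1 with C2 and of G2 with C1, the paper proposes a reciprocal relationship between expression by genotype and expression by colony age, and proposes that the genes of these overlaps might matter for the ruffled and the smooth morphology.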

The 39 genes assigned to both clusters G1 and C2 did not show any significant GO term enrichment (S12 Table) while the G2+C1 group (S13 Table) was significantly enriched for several related GO terms, including “extracellular region” (GO:0005576; p = 1.04e-04) as well as “fungal-type cell wall” (GO:0009277; p = 1.75e-04), and “side of membrane” (GO:0098552; p = 1.65e-03).

### Genes responding non-additively to both genotype and spatiotemporal factors

We next examined the behavior of genes whose expression showed a significant non additive response to the genotype and spatiotemporal factors (**Materials and methods**). These genes were excluded from the preceding analyses as the effect of the spatiotemporal and genotype factors cannot be meaningfully studied in isolation when a non additive interaction exists. 

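The interaction term had a Holm-adjusted p below 0.01 for 102 ORFs. With a variance above 0.2 and an r-squared above 0.9 in the model with interaction, 73 remained. This number was 55 without *dig1*Δ day-2 library a and 82 without *tec1*Δ day-5-outside library c, the extremes of the fits that left out 1 library. DESeq2's likelihood ratio test, the alternative that moved it most apart from the Benjamini-Hochberg adjustment (231), gave 189, with 72 of the 73 among them. Of the 64 annotated genes, 16 were annotated to the cell periphery where 3.16 were expected (one-sided Fisher's exact test, adjusted p = 2.01e-07). The extracellular region applied to 3 genes against 0.363 expected (adjusted p = 0.00621) and the fungal-type cell wall to 10 against 0.895 expected (adjusted p = 7.63e-08, same exact test).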

As a group (S14 Table), this set of genes show strong enrichment for the GO terms “cell periphery” (GO:0071944; p = 1.64e-10) and “extracellular region” (GO:0005576; p = 1.14e-08). 

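Ward clustering of the 73 genes into 9 clusters gave 8, 9, 7, 9, 8, 10, 10, 4 and 8 genes in I1 to I9. In I3, *dig1*Δ was below *tec1*Δ at day-2 (5.49 ± 0.059 against 7.42 ± 0.10, mean log2 CPM ± SD, n = 3), while F13 stayed near *tec1*Δ at day-2 (7.40 ± 0.12) and dropped to 5.63 ± 0.054 against 6.63 ± 0.061 of *tec1*Δ in day-5-outside. In I4, *dig1*Δ was above *tec1*Δ at every level, at 5.27 ± 0.045 against 3.19 ± 0.019 at day-2. In I6, *dig1*Δ was above F13 in day-5-inside, at 7.48 ± 0.25 against 5.57 ± 0.036, and below it at day-2, at 5.28 ± 0.044 against 5.68 ± 0.091. The 4 genes of I8 were highest in *sfl1*Δ at day-2, at 6.13 ± 0.084 against 4.38 to 4.82 in the other genotypes.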

Hierarchical clustering of these genes identified several distinct expression patterns, which we extracted as 9 clusters (Fig 8 and S11 Table).

**Fig 8:**
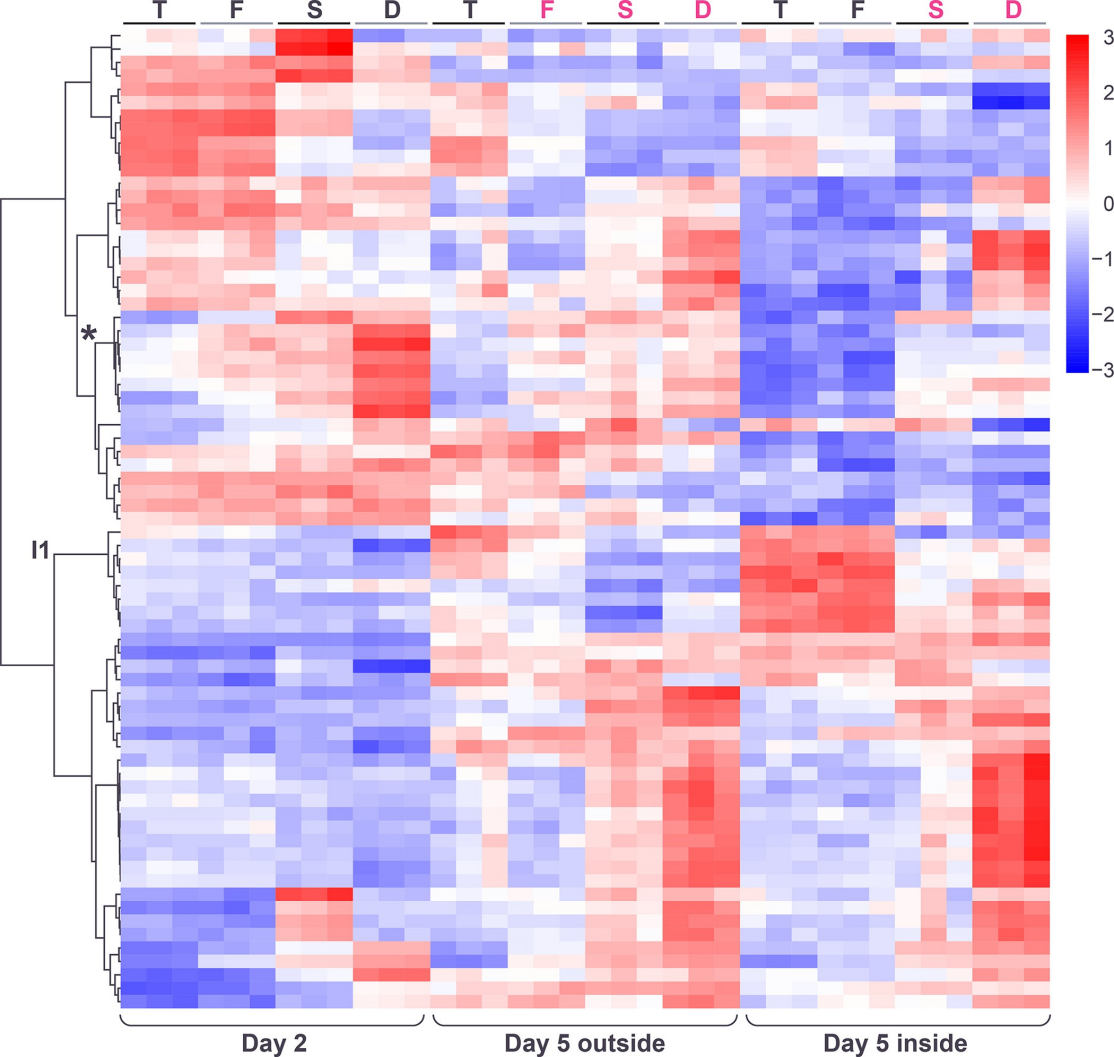
Heatmap showing hierarchical clustering of genes whose expression indicates a significant interaction between the genotype and spatiotemporal factors. Color in heatmaps reflects log_2_ normalized expression for each gene (red high, blue low) and genotypes are indicated as T = *tec1*Δ, F = WT F13, S = *sfl1*Δ, D = *dig1*Δ, (black font = unstructured, magenta font = structured). Clusters I1 and I9 (asterisk) indicated.

One of these clusters (cluster I9), with eight members, included several genes that are known to have important roles in the development of complex colony morphologies. These genes are *FLO11*, encoding a cell wall flocculin believed to play a critical mechanistic role in pseudohyphal and filamentous growth and in the development of structured colonies [13,27,28], *PHD1*, encoding a transcriptional enhancer that promotes pseudohyphal growth (via mechanisms such as regulating *FLO11* expression level) [29,30], and *MSB2*, encoding a cell wall mucin protein that promotes filamentous growth via the “filamentous” MAPK pathway [31]. These three genes either encode cell wall components or regulate cell wall processes and several other members of this cluster also have cell wall roles, with the paralogs *SVS1* and *SRL1* encoding cell wall proteins [32] and *WSC2* encoding a signal transducer in the stress-activated *PKC1*-*MPK1* signaling pathway which helps maintain cell wall integrity [33]. 

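The 8 genes of I9 lie on 6 different chromosomes. In the coordinates of the deposited table, *FLO11* (YIR019C) lies on chromosome IX from 389572 to 393675, *SIM1* (YIL123W) on IX from 127662 to 129581, *PHD1* (YKL043W) on XI from 356748 to 357848, *MSB2* (YGR014W) on VII from 516943 to 520863, and *WSC2* (YNL283C) on XIV from 105184 to 106695. *SVS1* (YPL163C) lies on XVI from 241918 to 242700, *SRL1* (YOR247W) on XV from 797676 to 798308 and *TOS7* (YOL019W) on XV from 288898 to 290553. *FLO11* had from 3202 to 284633 counts per library, a variance of 3.41 on the log2 scale and a Holm-adjusted p of 8.20e-06 for the interaction. The lowest count of the others was 488, for *SVS1*, so none of the 8 is limited by depth. For the remaining genes, the adjusted p of the interaction ranged from 5.07e-05 for *WSC2* to 0.00696 for *SRL1*. *FLO11* contains repeats, whose reads the counting did not filter by mapping quality.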

The final two genes are *SIM1*, encoding a SUN family protein that may participate in DNA replication [34], and *TOS7*, encoding a protein with likely roles in secretion and cell wall organization [35]. 

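All 8 genes of I9 are annotated in the background used here. The fungal-type cell wall applied to 3 of them against 0.112 expected (one-sided Fisher's exact test, adjusted p = 0.000252), the extracellular region to 2 against 0.0454 expected and the cell periphery to 3 against 0.395 expected (adjusted p = 0.00621). The terms cell surface and site of polarized growth and the KEGG pathways were not analysed here.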

The genes in cluster I9 are enriched for several GO terms including “cell surface” (GO:0009986; p = 7.51e-05), “cell periphery” (GO:0071944; p = 4.35e-04) and “site of polarized growth” (GO:0030427; p = 5.12e-04) and the KEGG pathway “MAPK signaling pathway–yeast” (KEG:04011; p = 1.72e-03) (S15 Table).

The pattern of gene expression in cluster I9 in the day-5 samples correlates closely and positively with the degree of ruffled colony morphology in those samples (Fig 9). Expression levels are low in the *tec1*Δ day-5-outside sample and the *tec1*Δ and WT day-5-inside samples, which are all smooth. Conversely, expression is higher in the WT, *sfl1*Δ and *dig1*Δ day-5-outside samples, and the *sfl1*Δ and *dig1*Δ day-5-inside samples, all of which are ruffled. 

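Averaged over the 8 genes of I9, the 9 libraries of smooth day-5 samples (*tec1*Δ outside, *tec1*Δ inside and F13 inside) lay between 5.86 and 6.83 log2 CPM. The 15 libraries of ruffled day-5 samples lay between 7.24 and 8.01, so every ruffled library was above every smooth one. In day-5-outside the group means were 6.81 ± 0.019 (SD, n = 3) in *tec1*Δ, 7.55 ± 0.095 in F13, 7.79 ± 0.21 in *sfl1*Δ and 7.87 ± 0.090 in *dig1*Δ. In day-5-inside they were 5.99 ± 0.14, 6.20 ± 0.19, 7.48 ± 0.012 and 7.29 ± 0.086. By gene, the means of all smooth groups were below the means of all ruffled groups for *MSB2*, *SIM1*, *FLO11*, *WSC2*, *TOS7*, *SRL1* and *SVS1* but not for *PHD1*, whose smooth groups reached 6.03 and whose ruffled groups began at 5.76. The smooth and ruffled samples also differ in genotype and in region, and *tec1*Δ, smooth throughout, was itself higher outside than inside, by more than the spread between its replicates. *FLO11* in F13 was at 3909 ± 56.2 CPM (SD, n = 3) outside and 538 ± 222 inside.

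**Figure D4:**
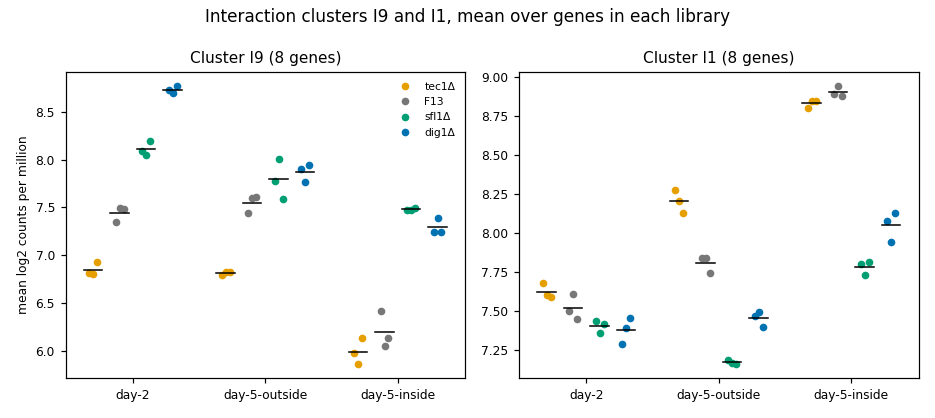
Mean log2 CPM over the genes of clusters I1 and I9 (vertical axis) in the 12 groups, with points for libraries and black bars for group means. In I9 the *tec1*Δ groups and F13 day-5-inside are the lowest of the day-5 groups, and in I1 they are the highest.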

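In day-5-outside, the mean over I9 was lower in *tec1*Δ than in F13 by a log2 difference of -0.73, and all 3 libraries of *tec1*Δ were below all 3 of F13 (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). In day-5-inside the difference was -0.21 and the libraries overlapped (p = 0.3, same exact test). The F13 outside exceeded the F13 inside by 1.35 (p = 0.1, same exact test). Leaving out 1 library gave -0.79 to -0.70 outside and -0.28 to -0.10 inside. With TMM effective library sizes the difference was -0.80 outside and -0.32 inside, and with DESeq2 size factors -0.79 and -0.32. In edgeR's quasi-likelihood test with 12 groups, *MSB2* was lower in *tec1*Δ than in F13 in both regions, with a log2 fold change of -1.31 (standard error 0.13, adjusted p = 1.70e-08) outside and -0.71 (standard error 0.13, adjusted p = 0.00133) inside. *FLO11* also differed in both, by -1.65 (standard error 0.20, adjusted p = 1.72e-06) and -1.24 (standard error 0.20, adjusted p = 0.000295). For *SIM1*, *PHD1*, *WSC2*, *SRL1* and *SVS1* the change was past an adjusted p of 0.05 outside (-0.33 for *WSC2* to -0.76 for *SRL1*) and not inside, and *TOS7* passed in neither region (-0.20 outside, adjusted p = 0.319). Without F13 day-5-outside library c, *SVS1* was at -0.47 and no longer past the threshold, and *WSC2* did not pass without *tec1*Δ day-5-outside library b (-0.32) or without F13 day-5-outside library b (-0.32) or c (-0.31). A passing change outside and none inside does not show that the 2 differ. Whether the region effect itself differs between the strains was tested with a contrast of its own, which no gene of I9 passed. The genes of I9 were selected for an interaction and clustered on these same libraries. Neither these p-values nor the separation of ruffled from smooth libraries is thus an independent test of them.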

Notably, gene expression in the day-5 outside samples differs between *tec1*Δ (smooth) and F13 WT (ruffled) while expression is similar between these genotypes in the day-5 inside samples (both smooth). Expression in the day-2 samples correlates positively with the degree of fluffiness associated with each genotype at day-5, increasing in the order *tec1*Δ, F13 WT, *sfl1*Δ and *dig1*Δ, similar to cluster G1 in the analysis of the additive ANOVA.

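At day-2 the means of I9 were 6.85 ± 0.071 (SD, n = 3) in *tec1*Δ, 7.44 ± 0.080 in F13, 8.11 ± 0.076 in *sfl1*Δ and 8.73 ± 0.036 in *dig1*Δ, and each step was larger than the spread between replicates. The full order of the 4 genotypes held for 5 of the 8 genes: *MSB2*, *SIM1*, *WSC2*, *SRL1* and *SVS1*. In *FLO11* the order of the structured genotypes was exchanged, with 14.07 log2 CPM in *sfl1*Δ and 12.80 in *dig1*Δ. For *PHD1* (6.50 in F13 and 6.49 in *sfl1*Δ) and *TOS7* (6.45 and 6.39) F13 and *sfl1*Δ were exchanged.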

**Fig 9:**
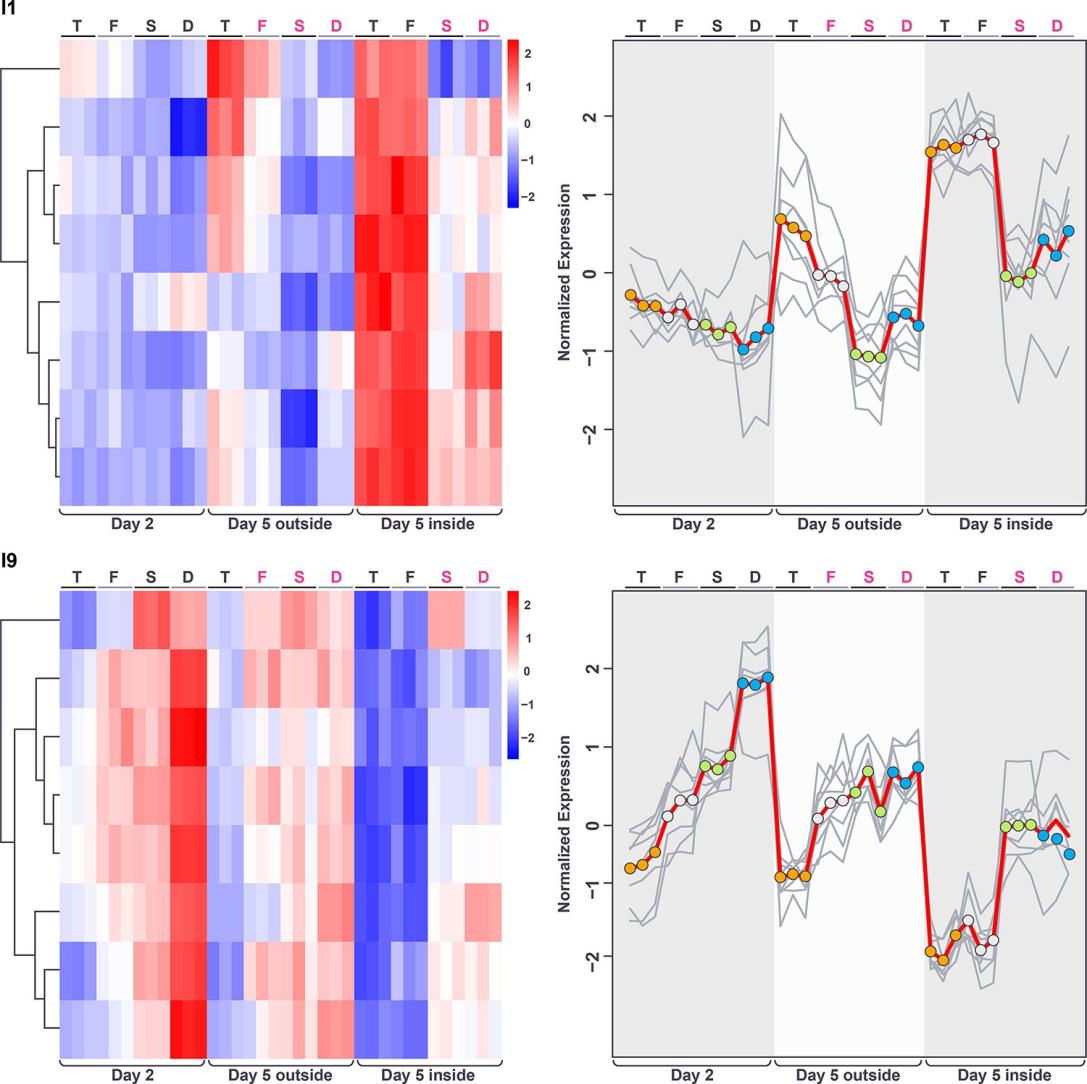
Gene expression patterns within the spatiotemporal/genotype interaction clusters I1 and I9 displayed as heatmaps (left) and expression traces (right) of all genes within each cluster (grey lines). In the expression traces, the mean expression of the genes in the cluster is highlighted in red line with circles reflecting genotype (orange = *tec1*Δ, grey = WT F13, green = *sfl1*Δ, blue = *dig1*Δ). Color in heatmaps reflects log_2_ normalized expression for each gene (red high, blue low) and genotypes are indicated as T = *tec1*Δ, F = WT F13, S = *sfl1*Δ, D = *dig1*Δ, (black font = unstructured, magenta font = structured).

Cluster I1 shows a pattern of gene expression that is essentially the inverse of cluster I9 across the day-5 genotypes and colony regions (Fig 9). However, expression in the day-2 samples varies little across the genotypes. 

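Averaged over the 8 genes of I1, the smooth day-5 libraries lay between 8.130 and 8.94 log2 CPM and the ruffled ones between 7.16 and 8.132, so the 2 sets overlapped slightly. The day-5-outside means were 8.21 ± 0.074 (SD, n = 3) in *tec1*Δ, 7.81 ± 0.056 in F13, 7.17 ± 0.011 in *sfl1*Δ and 7.45 ± 0.049 in *dig1*Δ, and the day-5-inside means 8.83 ± 0.027, 8.90 ± 0.035, 7.78 ± 0.044 and 8.05 ± 0.098. *tec1*Δ exceeded F13 by 0.40 outside and differed from it by -0.07 inside (two-sided exact permutation test, p = 0.1 for each, the smallest possible). The F13 outside was below its inside by a difference of -1.10 (p = 0.1, same exact test). The genes of I1 were also selected and clustered on these libraries, so these p-values are no independent test of them. At day-2 the means were 7.62 ± 0.048, 7.52 ± 0.083, 7.40 ± 0.041 and 7.38 ± 0.084, a range smaller than that of the day-5 levels but larger than the replicate spread.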

Cluster I1 (S16 Table) consists of 8 genes (*GDH3*, *MUP3*, *SYG1*, *SNZ1*, *FDH1*, *SSU1*, *OPT2* and *YHR137C-A)*, showing no enrichment for any GO or KEGG pathways.

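By gene, the smooth group means were all above the ruffled ones for *GDH3* (YAL062W), *SNZ1* (YMR096W), *SSU1* (YPL092W) and *OPT2* (YPR194C), and the 2 sets overlapped for *MUP3* (YHL036W), *SYG1* (YIL047C), *FDH1* (YOR388C) and *YHR137C-A*. The smallest counts were those of *YHR137C-A*, with 11 to 259 per library, and *GDH3* had 9492 to 40142. The Holm-adjusted p of the interaction ranged from 1.06e-06 for *SSU1* to 0.00181 for *MUP3*. Outside minus inside over all genotypes, the change was -1.42 for *FDH1*, -1.21 for *YHR137C-A* and 0.19 for *OPT2*, the only 1 of the 8 that was not lower outside.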

### Changes in the expression of genes encoding extracellular proteins in response to the genotype and spatiotemporal factors

Several of the gene expression clusters that we identified in our analysis showed enrichment for genes encoding extracellular and cell wall proteins. This included the set of all genes showing a non-additive interaction between the genotype and spatiotemporal factors. In addition, several of the paired clusters that show inverse patterns of gene expression (e.g. C1 versus C2 and G1 versus G2) showed enrichment for extracellular genes in both of the clusters, despite their opposite patterns of expression. To look into the behavior of extracellular genes more directly we carried out cluster analysis of all genes with the GO terms (GO:0005576 “extracellular region”, GO:0009277 “fungal-type cell wall”, GO:0009986 “cell surface”, GO:0031505 “fungal-type cell wall organization”) and whose expression responded significantly to the additive model using the genotype and spatiotemporal factors described earlier or showed a significant non-additive response to the two factors (**Materials and methods**).

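The clusters of S17 Table hold 63 genes, with 18 in E1, 14 in E2, 5 in E3, 10 in E4 and 16 in E5. Averaged over the genes, the change from day-2 to day-5-inside was -1.71 in E1 and 1.22 in E2, and the difference of *dig1*Δ from *tec1*Δ was -0.48 and 0.16. In E3 and E4 the difference of *dig1*Δ from *tec1*Δ was larger than the inside change (2.43 against 0.47, and -1.83 against -1.37). In E5 both were of similar size, 0.98 between the genotypes and -1.07 from day-2 to day-5-inside.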

Based on this cluster analysis, it appears that the extracellular genes can be classified as responding mostly to the spatiotemporal factor, or mostly to the genotype factor (Fig 10 and S17 Table). Among the genes responding mainly to the spatiotemporal factor, two “reflected” patterns were observed with genes either showing highest expression at day-2 and lowest expression in the day-5-inside sample (Cluster E1), or vice versa (Cluster E2) (Fig 11). 

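In E1 the F13 means were 7.50 ± 0.058 (SD, n = 3) at day-2, 5.93 ± 0.059 outside and 5.76 ± 0.069 inside. Over the genotypes the outside exceeded the inside by 0.11, so the 2 regions differed little next to the drop from day-2. In E2 the F13 means were 4.56 ± 0.016, 5.65 ± 0.075 and 5.81 ± 0.12, and the outside was lower than the inside by a difference of -0.13. Outside lay between day-2 and inside for 12 of the 18 genes of E1 and 10 of the 14 of E2. An exception in E1 is *ZPS1* (YOL154W), which changed by -4.80 from day-2 to outside and by -2.73 to inside. With DESeq2 size factors the inside change was -1.53 in E1 and 1.38 in E2.

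**Figure D5:**
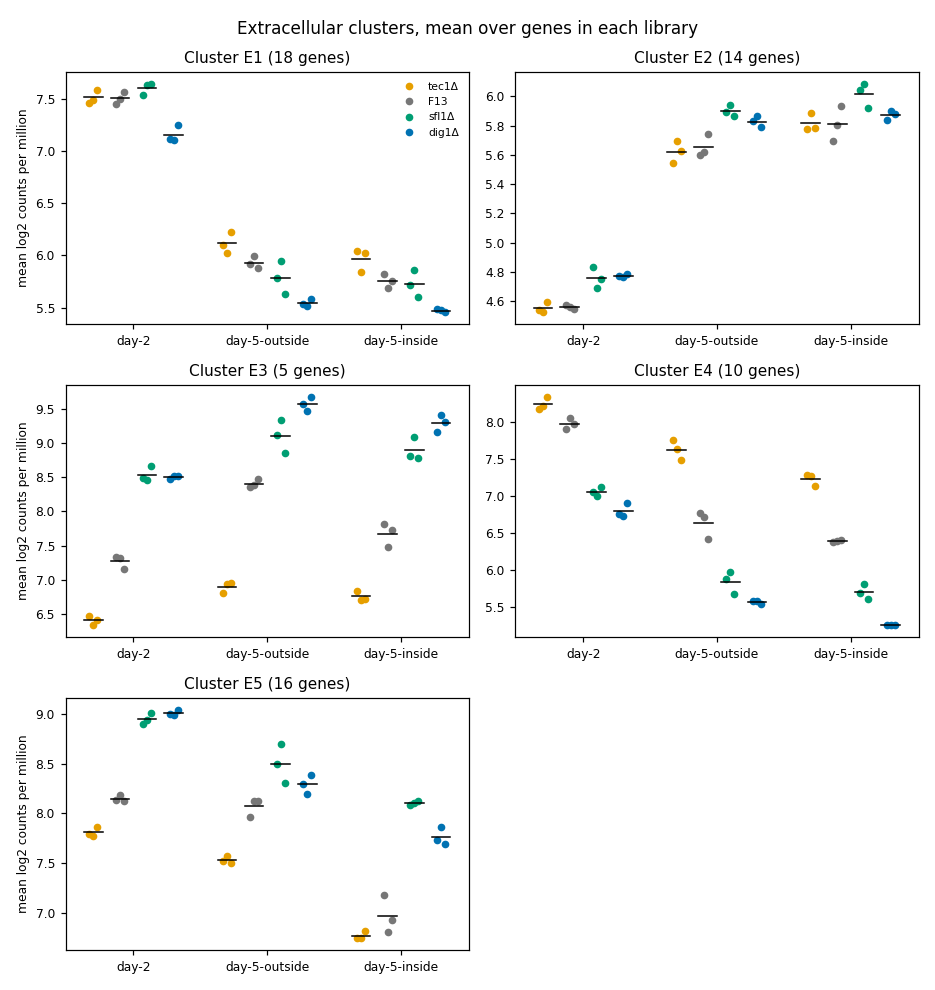
Mean log2 CPM over the genes of clusters E1 to E5 (vertical axis) in the 12 groups, with points for libraries and black bars for group means. E1 and E2 change between day-2 and day-5 in every genotype, E3 and E5 are lowest in *tec1*Δ, and E4 is highest in *tec1*Δ.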

Genes encoding glycosylated cell surface proteins were observed in both clusters (E1: *DAN1*, *FLO5*, *FLO9*, TIR1, *TIR2*, *TIR3*, *TIR4*; E2: *CWP2*, *CWP1*, *FIT2*, *PAU24*, *PHO5*, *PIR3*, *SED1*) (S17 Table). In contrast, cluster E2 contained several spore wall genes (*GAS4*, *SPO11*, *SPS22*) and the two genes encoding a-factor (*MFA1*, *MFA2*) while cluster E1 contained genes encoding several enzymes involved in cell wall modification including glucanases (*EGT2*, *EXG2*, *SUN4*) and a chitin transglycosylase (*UTR2*) (S17 Table).

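From day-2 to day-5-inside, log2 expression changed in E1 by -3.32 for *DAN1* (YJR150C, standard error 0.16), -2.81 for *TIR1* (YER011W, 0.12), -2.22 for *TIR3* (YIL011W, 0.10), -1.54 for *TIR4* (YOR009W, 0.14), -1.24 for *TIR2* (YOR010C, 0.16), -1.08 for *FLO5* (YHR211W, 0.10) and -0.87 for *FLO9* (YAL063C, 0.09). *FLO9* had 26 to 158 counts per library and *FLO5* 62 to 272. In E2 the change was 1.75 for *PIR3* (YKL163W, 0.10), 1.47 for *PHO5* (YBR093C, 0.16) and 1.22 for *FIT2* (0.12). *CWP1*, *CWP2*, *PAU24* and *SED1*, which S17 Table places in E3, changed by 0.71, 0.54, 0.80 and 0.66. *DAN1* and *TIR3* also fell from *tec1*Δ to *dig1*Δ, by 1.27 and 0.89.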

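Of the spore wall genes in E2, *GAS4* (YOL132W) had 8 to 64 counts per library and rose by 1.03 (standard error 0.06) from day-2 to day-5-inside, and *SPS22* (YCL048W) had 8 to 73 and rose by 1.10 (0.08). *SPO19* (YPL130W), the sporulation gene of E2 in S17 Table, had 6 to 81 counts and rose by 0.92 (0.11), while *SPO11* (YHL022C), with 24 to 77 counts, changed by -0.36 (0.07). *MFA1* (YDR461W) rose by 1.45 (0.08) from counts of 6 to 12 per library at day-2 to 37 to 90 in day-5-inside, and *MFA2* (YNL145W), with 7 to 60 counts, rose by 0.92 (0.08). At such counts a prior count of 20 pulls the values together, so these rises are smaller than those of the counts. In E1, the change was -2.30 for *EGT2* (YNL327W), -1.63 for *EXG2* (YDR261C), -1.20 for *SUN4* (YNL066W) and -2.92 for *UTR2* (YEL040W), with standard errors from 0.07 to 0.12.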

**Fig 10:**
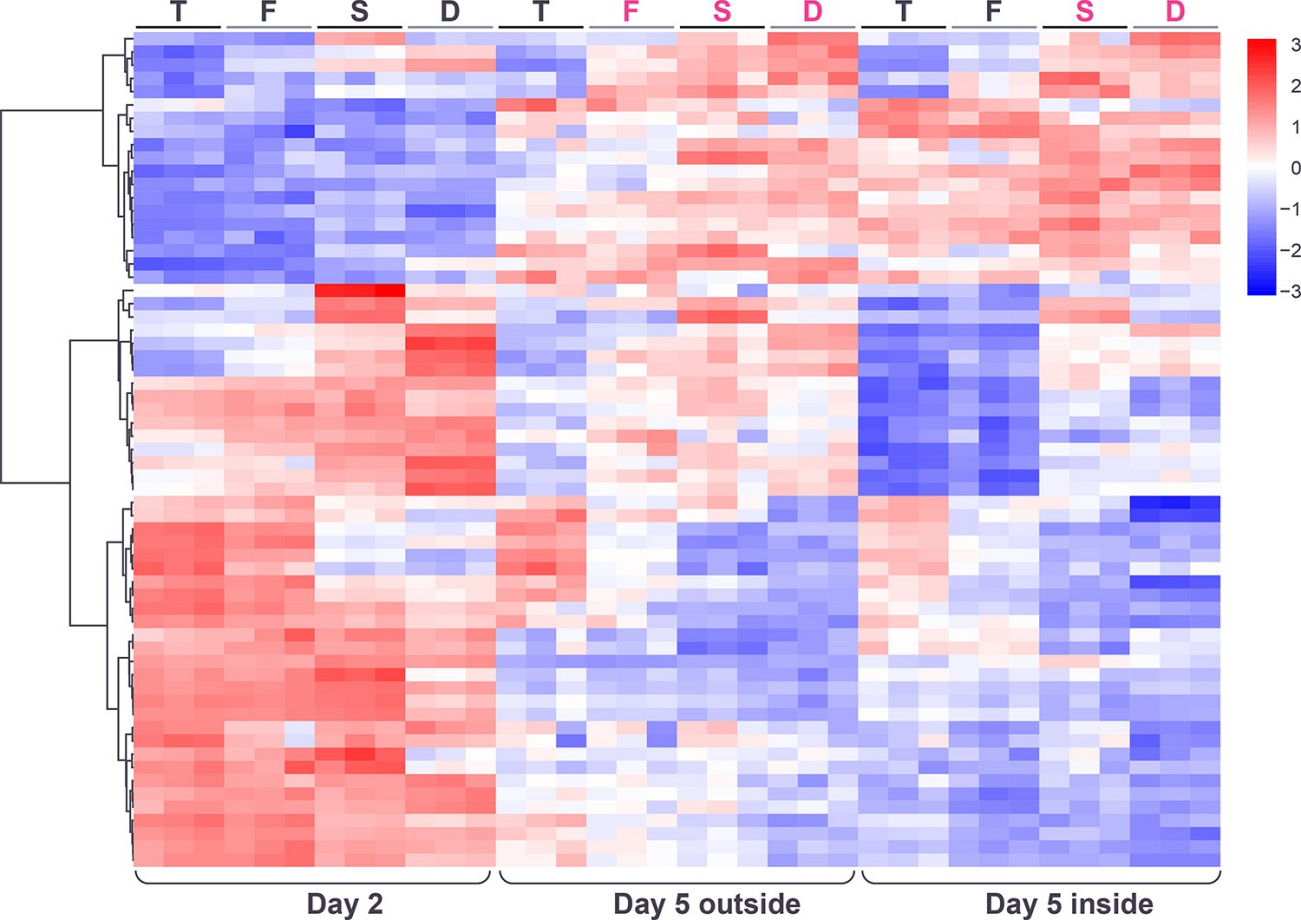
Heatmap showing hierarchical clustering of extracellular genes whose expression responds significantly to an additive model incorporating the genotype and spatiotemporal factors or whose expression indicates a significant non-additive interaction between the two factors. Color reflects log_2_ normalized expression for each gene (red high, blue low) and genotypes are indicated as T = *tec1*Δ, F = WT F13, S = *sfl1*Δ, D = *dig1*Δ, (black font = unstructured, magenta font = structured).

**Fig 11:**
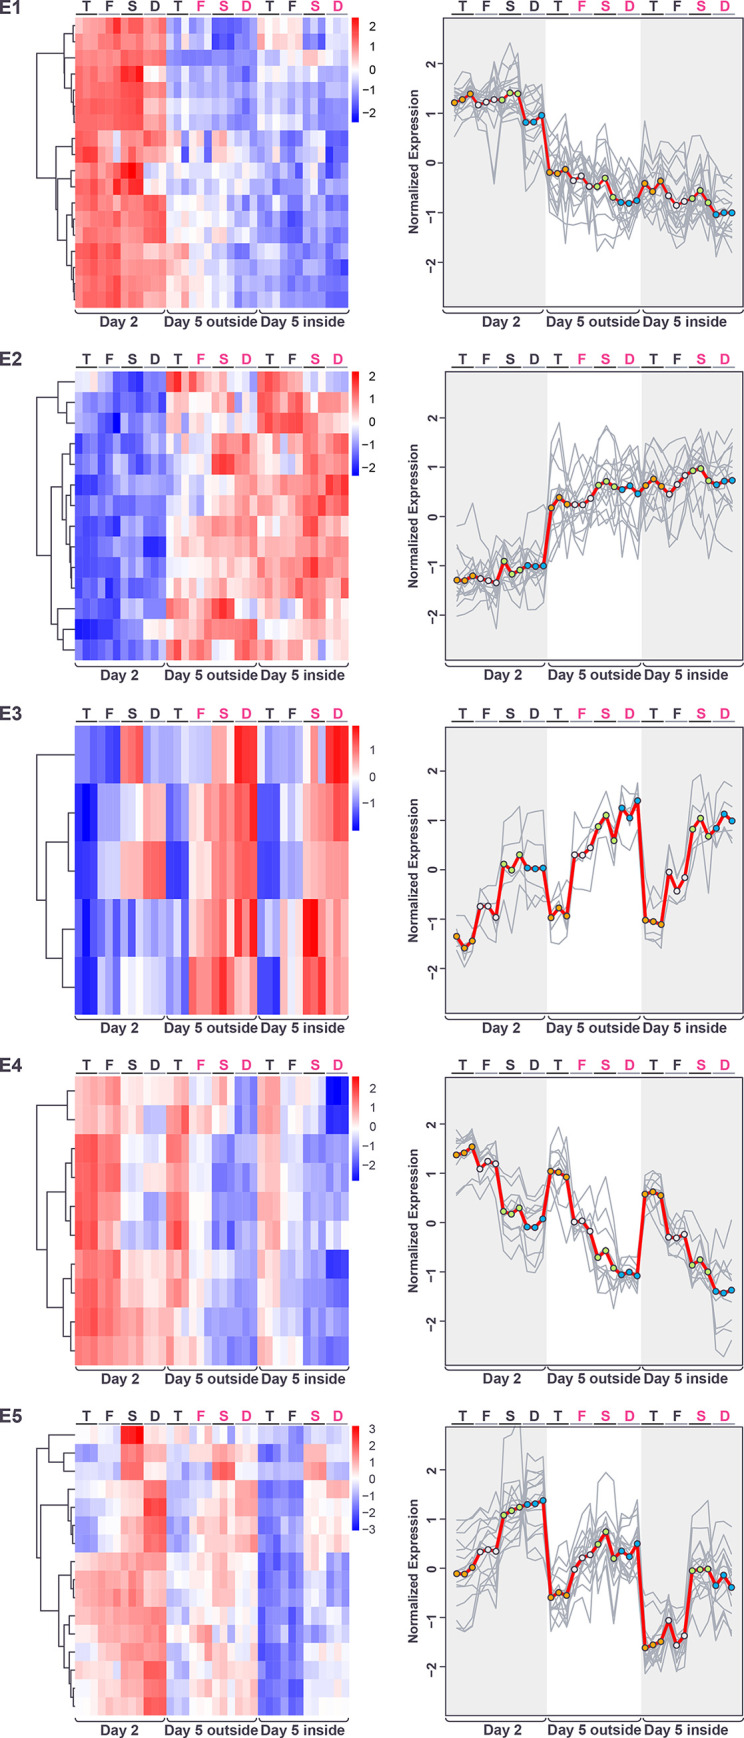
Gene expression patterns within the extracellular gene expression clusters E1-5 displayed as heatmaps (left) and expression traces (right) of all genes within each cluster (grey lines). In the expression traces, the mean expression of the genes in the cluster is highlighted in red line with circles reflecting genotype (orange = *tec1*Δ, grey = WT F13, green = *sfl1*Δ, blue = *dig1*Δ). Color in heatmaps reflects log_2_ normalized expression for each gene (red high, blue low) and genotypes are indicated as T = *tec1*Δ, F = WT F13, S = *sfl1*Δ, D = *dig1*Δ, (black font = unstructured, magenta font = structured).

The genes responding mostly to the genotype factor fell into three main clusters. Two of these clusters showed patterns “reflected” for their behavior across the 4 genotypes in the day-5 samples, with expression higher in the *tec1*Δ and WT samples in cluster E4 and higher in the *sfl1*Δ and *dig1*Δ samples in cluster E5 (Fig 11). That is, the expression of these genes in the day-5 samples correlates positively or negatively with the degree of colony morphology seen in each genotype. 

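In day-5-outside, the mean of E4 was 7.62 ± 0.13 (SD, n = 3) in *tec1*Δ, 6.63 ± 0.19 in F13, 5.84 ± 0.15 in *sfl1*Δ and 5.57 ± 0.023 in *dig1*Δ, and in day-5-inside 7.23 ± 0.081, 6.39 ± 0.011, 5.70 ± 0.11 and 5.25 ± 0.00075. The mean of E5 was 7.53 ± 0.039, 8.07 ± 0.093, 8.50 ± 0.19 and 8.29 ± 0.094 outside and 6.77 ± 0.044, 6.97 ± 0.19, 8.10 ± 0.025 and 7.76 ± 0.088 inside. Averaged over the day-5 levels, *sfl1*Δ and *dig1*Δ together were below *tec1*Δ and F13 together for all 10 genes of E4. They were above for 14 of the 16 genes of E5, and for *PAU23* (-0.02) and *TOS6* (-0.03) there was no difference to speak of. Over all 3 levels, *tec1*Δ was highest for all 10 genes of E4 and lowest for 14 of E5. Within F13 the outside of E5 exceeded the inside, as it did in *tec1*Δ, where both are smooth.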

Like clusters E1 and E2, genes encoding cell surface glycoproteins were found in both clusters E4 and E5, although these were more common in E5 (E4: *DAN4*, *HPF1*; E5: *CIS3*, *FLO10*, *FLO11*, *MSB2*, *PIR1*, *SRL1*) (S17 Table). Cluster E4 also contained both of the genes encoding alpha-factor (*MF(ALPHA)1* and *MF(ALPHA)2*), *SAG1* and *AGA1* encoding alpha-agglutinin and the anchorage subunit of a-agglutinin, respectively, and several genes involved in cell wall remodeling during bud separation (*CTS1*, *DSE2*, DSE4). 

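Over all levels, the difference of *dig1*Δ from *tec1*Δ was -1.55 (standard error 0.11) for *MF(ALPHA)1* (YPL187W) and -1.76 (0.15) for *MF(ALPHA)2* (YGL089C), with 7409 to 44542 and 382 to 5969 counts per library. It was -1.26 (0.18) for *SAG1* (YJR004C), and the difference of *sfl1*Δ from F13 in that gene was -0.02. *AGA1* (YNR044W), with 321 to 2076 counts, was not among the genes that responded additively (Holm-adjusted p = 1), but its interaction term had an adjusted p of 0.000111. Of the genes of bud separation, *DSE2* (YHR143W) differed between *dig1*Δ and *tec1*Δ by -2.24 (0.13), *DSE4* (YNR067C) by -2.26 (0.12) and *CTS1* (YLR286C) by -0.95 (0.10). Among the glycoprotein genes the difference was -2.79 (0.31) for *HPF1* (YOL155C) and -1.69 (0.19) for *DAN4* (YJR151C) in E4. In E5, *FLO10* (YKR102W) was higher in *sfl1*Δ than in F13 by 3.61 but higher in *dig1*Δ than in *tec1*Δ by only 0.59 (0.17).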

The third cluster mainly responding to genotype, E3, showed an expression pattern similar to E5 (Fig 11). This cluster consisted of a small number of cell wall genes (*CWP1*, *CWP2*, *SED1*, *PAU24*, *NFG1*), with 4/5 of these genes encoding known glycoproteins (the exception, *NFG1*, encodes a negative regulator of the filamentous growth pathway [36] (S17 Table).

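The mean of the 5 genes rose at day-2 from 6.41 ± 0.072 (SD, n = 3) in *tec1*Δ to 7.27 ± 0.094 in F13 and 8.54 ± 0.12 in *sfl1*Δ, with 8.50 ± 0.022 in *dig1*Δ. *NFG1* (YLR042C, chromosome XII, 229966 to 230451) had the widest range, with 31 to 6378 counts per library and a difference of *dig1*Δ from *tec1*Δ of 6.11 (standard error 0.19). At day-5-outside it was at 2.86 ± 0.585 CPM (SD, n = 3) in *tec1*Δ, 68.3 ± 9.16 in F13, 214 ± 47.4 in *sfl1*Δ and 363 ± 31.0 in *dig1*Δ. The difference of *dig1*Δ from *tec1*Δ was 2.10 (0.09) for *CWP2* (YKL096W-A), 1.38 (0.13) for *CWP1* (YKL096W), 0.66 (0.11) for *SED1* (YDR077W) and 1.92 (0.37) for *PAU24* (YBR301W). In *PAU24*, with 14 to 548 counts, the genotype term had a Holm-adjusted p of 0.00884 and lost its place below 0.01 in 29 of the fits that left out 1 library.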

Previously, using a full-structured strain, F45, isolated from the same cross as F13, we identified six genes whose overexpression caused colony morphology to transition from structured to smooth [10]. Expression analysis then identified sets of genes consistently upregulated or downregulated in the smooth overexpression strains relative to the initial, structured F45 strain. Interestingly, all of the genes from cluster E4 (higher expression in smooth day 5 regions) in this study (except for the two that encode alpha-factor) were also upregulated in the (smooth) F45 overexpression strains. In contrast, none of the genes in cluster E5 (lower higher expression in smooth day 5 regions) were consistently overexpressed in these strains, while 4/16 were repressed.

Looking more closely at clusters E4 and E5, it can be seen that the genes in each cluster vary in how closely their expression behavior at day-2 matches that at day-5. In each cluster, some genes show the same strong pattern of differential expression across genotypes at day-2 as they do at day-5, while other genes show a weaker version of this pattern and the remaining genes show little variation across genotypes at day-2 (Fig 11). These results are consistent with differential patterns of gene expression across genotypes that initiate at different timepoints in the development of the colony.

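At day-2, all 6 *sfl1*Δ and *dig1*Δ libraries were below all 6 *tec1*Δ and F13 libraries for 8 of the 10 genes of E4, the exceptions being *MF(ALPHA)1* and *HPF1*. For 10 of the 16 genes of E5 they were all above, the exceptions being *SRL1*, *GAS3*, *TDH2*, *TDH3*, *TOS6* and *PAU23*. For a single gene chosen without regard to these libraries, such a separation has an exact two-sided permutation p of 0.00216, the smallest that 6 libraries against 6 allow. The genes of E4 and E5 were selected and clustered on expression that includes these libraries, so this p is no test of them. In E4, the difference between the 2 pairs of genotypes was at least as large at day-2 as at day-5 for 4 genes, among them *PRY3* (-2.18 at day-2, -1.89 at day-5) and *CTS1* (-0.93 and -0.62). It was smaller for the other 6, most of all for *HPF1* (-0.97 and -2.75). In E5 it was at least as large at day-2 for 8 genes, such as *FLO11* (3.69 and 2.28) and *MSB2* (1.48 and 0.88), and smaller for 4, such as *WSC2* (0.75 and 1.18). For the remaining 4 the sign changed: *TDH3* went from -0.08 to 0.35 and *TDH2* from -0.05 to 0.42, and *PAU23* and *TOS6*, at 0.87 and 0.40 at day-2, had no difference left at day-5.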

### Effect on colony morphology of deleting genes from different transcriptional clusters

While characterizing gene expression patterns can yield valuable insights into biological processes, differentially expressed genes do not necessarily influence a phenotype of interest. Our analyses identified several transcriptional clusters characterized by common expression patterns in response to the genotype and spatiotemporal context of the cells. Several of these clusters appear to have meaningful correlations with colony morphology, both positive and negative. For example clusters G1 and I9 demonstrate gene expression that correlates positively with the degree of colony structure associated with each genotype while clusters G2 and I1 demonstrate a negative correlation.

To assess the effect of deleting genes with a variety of responses to the spatiotemporal and genetic factors, we deleted 26 genes in different clusters, with an emphasis on clusters that show correlations (positive or negative) with colony morphology. The genes that we chose to delete, and their cluster assignments are listed in **Table 3**. As expected from their known roles in development of complex colony morphologies [13,27,28], deletions of *FLO11* or MSB2, from cluster I9, produced colonies that remained fully smooth at day-5 (Fig 12). Deletion of other I9 genes tested (*PHD1*, *SIM1*, *SRL1* and *SVS1*) had little effect on F13 colony morphology, retaining a central smooth and outer structured zone at day-5. Among the remaining genes, deletion of *SFG1* (clusters C3+G1) and *CIS3* (clusters C5+G1) produced fully smooth colonies, while deletion of *BUD8* (clusters C3+G1) produced colonies with a smooth center and notably reduced structure in the outer region of the colony. The remaining deletions had little effect on F13 colony morphology (Fig 12).

**Fig 12:**
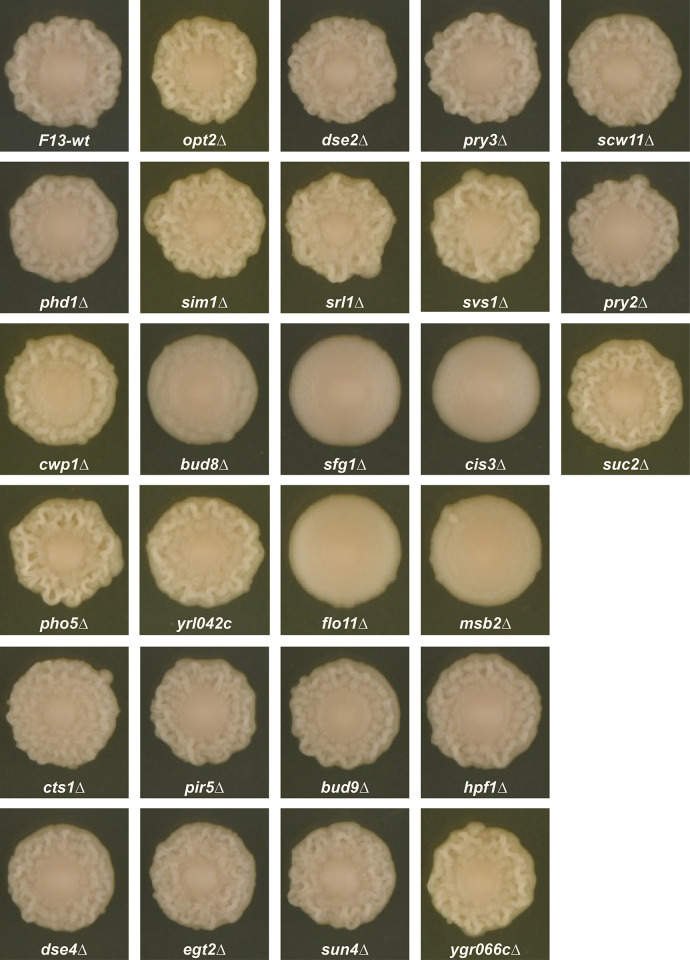
Effect on day-5 F13 colony morphology of deleting genes from a range of clusters (listed in Table 3).

**Table 3:** Genes deleted to test effect on colony morphology along with which cluster(s) they were assigned to.

Systematic Name	Gene	Spatiotemporal Cluster	Genotype Cluster	Interaction Cluster
YPR194C	OPT2	0	0	1
YHR143W	DSE2	0	0	3
YJL078C	PRY3	0	0	3
YGL028C	SCW11	0	0	3
YBR093C	PHO5	0	0	4
YLR042C	NFG1	0	0	4
YIR019C	FLO11	0	0	9
YGR014W	MSB2	0	0	9
YKL043W	PHD1	0	0	9
YIL123W	SIM1	0	0	9
YOR247W	SRL1	0	0	9
YPL163C	SVS1	0	0	9
YKR013W	PRY2	0	1	0
YLR286C	CTS1	0	2	0
YJL160C	PIR5	0	2	0
YGR041W	BUD9	1	2	0
YOL155C	HPF1	1	2	0
YKL096W	CWP1	2	1	0
YLR353W	BUD8	3	1	0
YOR315W	SFG1	3	1	0
YJL158C	CIS3	5	1	0
YIL162W	SUC2	5	1	0
YNR067C	DSE4	5	2	0
YNL327W	EGT2	5	2	0
YNL066W	SUN4	5	2	0
YGR066C	GID10	7	1	0

## Discussion

Our study identified a number of coherent gene clusters in which expression varied by colony age and region and in the presence of genetic perturbations increasing or decreasing the degree of colony morphology. The major expression patterns associated with the genotype factor showed a striking positive or negative correlation with the degree of colony morphology achieved by colonies of each genotype on day-5. The major expression patterns associated with the spatiotemporal factor showed a strong difference between the day-2 and day-5-inside samples with the day-5-outside sample either resembling one of the other two, or displaying an intermediate expression level. Interestingly, some strong overlaps were seen between the genotype and spatiotemporal clusters, with an over-representation of genes that are more highly expressed in the structured genotypes and are also more highly expressed at day-5, when colonies can become fully ruffled, than at day-2, before colony structure has fully developed. A similar overlap was seen between the complementary clusters with highest expression in the unstructured genotypes and having highest expression at day-2.

Surprisingly, the genes positively correlated with the ruffled phenotype (by genotype and colony age/region) and those negatively correlated were enriched for many of the same GO terms, with over-representation of cell wall / extracellular genes in both directions. This suggests that extensive cell wall composition changes accompany changes in colony morphology, with numerous extracellular genes up- and down-regulated. When we looked specifically at the expression pattern of extracellular genes this pattern was confirmed, with some genes most highly expressed in the most structured genotypes and others most highly expressed in the smooth genotypes. For many of these genes, the molecular function of the proteins they encode is poorly understood consistent with them having roles in processes and pathways that are critical to complex colony morphology, but which have yet to be experimentally characterized. This is likely related to the fact that common laboratory strains of budding yeast, in which most experimental work has historically been performed, do not form structured colonies. For example, the reference strain S288c has acquired a mutation inactivating one of the major transcriptional promoters of complex colony morphologies [37]. Non-laboratory strains of budding yeast capable of producing complex colony morphologies, such as F13, are therefore attractive models in which to characterize these pathways. Our clustering results identify subsets of genes which may participate in common pathways, helping to inform future mechanistic studies.

Looking in more detail at the extracellular genes, among those responding to the spatiotemporal factor, we observed two “reflected” patterns, with genes either showing highest expression at day-2 or in the day-5-inside sample. Although the genes in each of these two clusters showed consistent expression behavior in the day-5 samples, the behavior of the genes at day-2 varied within each cluster. For some genes, the pattern of differential expression across genotypes that was seen in the day-5 samples was also seen at day-2, whereas for other genes this pattern was weaker or absent. This suggests that the time at which the pattern of differential expression first develops varies between genes. By day-5 all of these genes show differential expression across genotypes, largely correlating with the degree of colony structure observed at that time, but some genes are already strongly differentially expressed by day-2, when the *tec1*Δ and WT colonies are fully smooth and the *sfl1*Δ and *dig1*Δ colonies have only begun to show weak signs of colony structure. The genes showing early differential expression may be important for specifying the development of colony structure at later time points, i.e. they may be part of a “developmental program” for colony structure. In contrast, genes showing differential expression only after the full development of colony morphology may be physical effectors of the phenotype, or genes responding to different “environmental” conditions within ruffled versus smooth colonies. These results provide an additional level of information that may help inform the design of future mechanistic studies.

Deletion of a set of genes sampled from different clusters only identified five with strong effects on colony morphology (*BUD8*, *CIS3*, *FLO11*, *MSB2* and *SFG1*), all of which greatly reduced or eliminated the structure of the F13 outer region. These five genes have diverse functional annotations. *FLO11* and *MSB2* encode cell surface glycoproteins with known roles in promoting colony structure [13,27,28], and *CIS3* encodes a cell wall glycoprotein whose deletion causes loss of colony morphology in strain F45, related to the F13 strain used here [18]. *SFG1* encodes a transcription factor known to promote pseudohyphal and invasive growth [36,38]. *BUD8* is involved in bud site selection [39]. While we deleted a relatively small subset of genes displaying differential expression in our study, we did not observe any genes whose deletion caused F13 to become fully ruffled. This is consistent with the hypothesis that the complex structure observed in the outer ring of F13 may represent a specialized developmental pathway that elaborates on the “baseline” developmental program occurring in the smooth interior region. In this case, deletion of any of the genes promoting or effecting the specialized pathway would then cause loss of structure in the outer ring, resulting in fully smooth colonies. Under this model there are no “smooth-specific” developmental genes and only deletions of negative regulators of the ruffled developmental program, such as *SFL1* or *DIG1*, would produce fully structured colonies.

The expression changes observed in our study were dominated by those associated with the spatiotemporal factor. The major clusters associated with this factor consistently showed a strong difference between the day-2 and day-5-inside samples, but were distinguished by the behavior of the day-5-outside sample. In some clusters the day-5 outside sample behaved like either the day-2 or day-5-inside samples, while in others it showed an expression pattern intermediate between the other two, i.e. genes showing unique expression in the day-5 outside samples were rare. Instead, the patterns that we do observe are consistent with gene expression in response to a buildup of signaling molecules or metabolic waste products within the colony over time, or conversely depletion of nutrients within the colony and adjacent regions of agar. Gene expression responding to these signals would place the day-2 sample and the day-5-inside sample at opposite extremes, with the day-5-outside sample showing intermediate expression, with its position relative to the other two depending on the steepness of concentration gradient(s) associated with the chemical(s) controlling gene expression, and any thresholds that exist for response to those gradients. Similarly, the oldest cells in the day-5 colony are likely to be in the inside region and the youngest in the outside region [40], so that average cell age could also vary from day-2 (youngest) to the day-5-inside sample (oldest) with the day-5-outside sample intermediate between the other two.

Several previous studies have identified patterns of spatial cell differentiation within yeast colonies. In addition to identifying differentiation within structured colonies [7,8], work from Palkova and colleagues has also identified patterns of vertical and horizontal cell differentiation within old smooth colonies. Such colonies display stratification into clearly demarcated upper (U) and lower (L) cell populations, with distinctive gene expression patterns [41], while programmed cell death is confined to the central region of old colonies [40]. The sharp demarcation between the U and L populations is similar to the clearly spatial defined subpopulation of sporulating cells observed by Honigberg and colleagues within diploid yeast colonies [42].

One outstanding question raised by our work and previous studies is the precise nature of the signals that specify spatial (and temporal) differentiation within yeast colonies. The sporulating region within diploid colonies has been shown to reflect an overlap between subpopulations expressing the *IME1* and *IME2* activators of sporulation and to respond to alkaline pH signaling through the Rim101/PacC pathway [42]. Similarly, the localization of programmed cell death to the inner regions of old colonies has been shown to be dependent on ammonia signaling [40]. However, the precise nature of the full set of environmental and cell-cell signals specifying patterns of yeast colony differentiation have yet to be fully elucidated in any system. The work presented here extends previous studies on yeast colony development to examine the interaction between genetic and spatiotemporal factors in the development of a highly structured colony morphology. Our results suggest a complex interplay between genetic perturbations and their effect on spatially defined subpopulations within a biofilm-model.

## Supporting information

S1 File S288c reference FASTA sequence, extended to include genes present in F45 and not S288c.

S2 File S288c reference GFF file, extended to include non-coding RNAs (ncRNAs) and genes present in F45 and not S288c.

S3 File Raw read counts and normalized log_2_ read counts per gene per library.

S4 File R script used for data processing and analysis.

S1 Table Functional enrichment analysis for genes in cluster G1. (CSV)

S2 Table Functional enrichment analysis for genes in cluster G2. (CSV)

S3 Table Functional enrichment analysis for genes in cluster G3. (CSV)

S4 Table Functional enrichment analysis for genes in cluster C1. (CSV)

S5 Table Functional enrichment analysis for genes in cluster C2. (CSV)

S6 Table Functional enrichment analysis for genes in cluster C3. (CSV)

S7 Table Functional enrichment analysis for genes in cluster C4. (CSV)

S8 Table Functional enrichment analysis for genes in cluster C5. (CSV)

S9 Table Functional enrichment analysis for genes in cluster C6. (CSV)

S10 Table Functional enrichment analysis for genes in cluster C7. (CSV)

S11 Table Functional enrichment analysis for genes in cluster C8. (CSV)

S12 Table Functional enrichment analysis for genes found in both clusters G1 and C2. (CSV)

S13 Table Functional enrichment analysis for genes found in both clusters G2 and C1. (CSV)

S14 Table Functional enrichment analysis for all genes showing significant non-additive interaction between the genotype and spatiotemporal factors. (CSV)

S15 Table Functional enrichment analysis for genes in cluster I9. (CSV)

S16 Table Functional enrichment analysis for genes in cluster I1. (CSV)

S17 Table Genes in extracellular clusters E1-5. (CSV)

How the deposited data were processed for this re-analysis (not part of the article)

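The data are RNA counts from colonies of 4 genotypes (*tec1*Δ, F13, *sfl1*Δ and *dig1*Δ) at 3 spatiotemporal levels (whole colonies at day-2, and the outside and inside of colonies at day-5), with 3 libraries in each of the 12 groups and several colonies pooled per library. The counts are raw counts of read pairs per gene or other feature, which the authors made by aligning the reads with Bowtie2 to the S288c reference, extended with non-coding RNAs and F45-specific genes, and by counting with featureCounts; no normalization was applied to them as deposited, and the reads were not filtered on mapping quality. A total of 12131 features is listed. An entry for 1 F45-specific gene was left out because its cells are shifted, which left 6575 S288c ORFs and 5555 other features.

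Each column of counts was assigned to its genotype and spatiotemporal level from its name, which is the name used in the authors' R code. The names carry no replicate tag, so the libraries of a group are called a, b and c by the order of their columns, and the same letter in different groups is not known to mark a pair. Totals per library ranged from 13076395 to 19750082. Between replicates, differences exceeded counting noise in all 36 pairs of libraries of a group, so intervals from counting alone would be too narrow, and standard deviations between libraries are given instead.

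Linear models were fitted in R 4.3.3 to log2 CPM with a prior count of 20, with the scaling of the authors' code. The tests were linear model F tests with Holm adjustment over the ORFs and a threshold of 0.01 on the adjusted p. Strong responses needed a variance over 0.2 and an r-squared over 0.7, and interaction genes an r-squared over 0.9. Genotype clusters (3) and interaction clusters (9) came from Ward clustering on 1 minus Pearson's correlation, and spatiotemporal clusters from the highest correlation with 8 templates, in the order of levels that the authors' code uses. Single values of 3 libraries against 3 were compared by two-sided exact permutation tests, whose smallest p is 0.1. Day-5-outside was compared with day-5-inside in each strain by edgeR 4.0.16 (quasi-likelihood test, TMM, the filterByExpr filter, Benjamini-Hochberg adjustment, threshold 0.05) in a fit of all 36 libraries with 12 groups. Features other than S288c ORFs were tested with the additive linear model where their mean was at least 10 counts. The alternatives tried were TMM effective library sizes, DESeq2 size factors, a prior count of 2, a minimum mean of 20 counts, Benjamini-Hochberg adjustment, other limits on variance and r-squared, complete linkage, the other order of template levels, edgeR, DESeq2 1.42.0 and limma 3.58.1 in place of the linear model, and each library left out in turn; for the comparison of regions also DESeq2's Wald test, no filter on low counts and a fit of the libraries of the comparison alone, and for the other features a mean of at least 50 counts. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15. Random draws used the seed 20240905.

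Genes are named if the paper's results name them, if they belong to clusters I1, I9, G3 or E1 to E5, or if they are in lists of mating-type and sulfate assimilation genes. For each strain, the 3 ORFs with the largest rise and the 3 with the largest fall between the day-5 regions are also named, among those past the threshold whose 3 outside libraries are all above or all below the 3 inside libraries, a separation that chance gives for 10% of genes. The rule had first asked for the same direction in same-numbered pairs, which the columns do not allow. Coordinates are those of the count table; 5866 of the 6575 ORFs (89.2%) have the same coordinates in the RefSeq annotation of the genome, 31 have others and 678 have no entry there. The non-coding RNAs *ICR1* and *PWR1* are named as well. The genes whose region effect differed between strains, the F45-specific genes and the genes with the largest loadings on the axis of replicate variation were named after their values were seen. The tests of GO terms and most tests of that axis were added after the data were seen. Gene lists of the supplement that were held only in part were not used in any test of overlap.

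The procedure was tested on simulated data with 200 genes changed 3-fold. In these data a gene varied alike in all groups, and the libraries varied independently. The simulation thus lacked the shared axis of replicate variation and the unequal spread of the real groups. Its recovery and false calls need not hold for the real data. The linear models recovered 67 of 70 genes with a genotype change, 70 of 70 with a spatiotemporal change and 55 of 60 with an interaction, and called none of 6375 unchanged genes. The edgeR contrasts recovered 130 of 130 changed genes between the F13 regions and 59 of 60 whose region effect differed, with 5 of 5874 and 3 of 5944 unchanged genes called.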

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

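The tests of *NFG1*, of library depth for the ERCC controls, of exchanged strain labels and of features that overlap ORFs were chosen only after the results were seen.

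Of the 73 genes with an interaction of genotype and spatiotemporal level, 6 belong to a list of 11 sulfate assimilation genes, so the genotype effect on them differs between the levels: *MET2*, *MET3*, *MET5*, *MET14*, *MET17* and *SUL2*. Between *dig1*Δ and F13 the median log2 change over the 11 genes was 1.63 in day-5-outside, 1.94 in day-5-inside and -0.58 at day-2. In edgeR's test over all genes, 10 of the 11 passed an adjusted p of 0.05 outside, 11 inside and 8 at day-2; adjusted over the list alone, 10 passed outside and 11 inside. The paper's own supplementary enrichment, made on these libraries, led to the list, so the counts over the list are not independent evidence. A single library is argued against as the source, since the lowest median day-5 change was 1.73 when 1 of the 12 libraries was left out. Library scaling is argued against too, since the lower of the medians under TMM effective sizes and DESeq2 size factors was 1.70 against 1.83. The list was also raised outside in *sfl1*Δ, where the median log2 CPM of its genes was 7.32, 7.42 and 7.33 in the 3 libraries against 6.30, 6.32 and 6.51 in F13; this difference was not tested. It is not clear as a feature of *sfl1*Δ: inside, its libraries were at 6.61, 7.46 and 6.81 against 6.54, 6.60 and 6.77 in F13, and 1 of the 3 outside libraries of *tec1*Δ was at 7.31. The deletion of *DIG1* may act on these genes at day 5, which stays a hypothesis that does not cover these libraries; so do differences in the medium or in the growth of these colonies, which were not tested.

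For 12 genes the difference between the outside and the inside of day-5 colonies itself differed between F13 and *tec1*Δ (edgeR, adjusted p under 0.05; 262 genes at an unadjusted p under 0.05). The change in F13 minus that in *tec1*Δ, on the log2 scale, was positive for *NFG1* (2.13) and *PRM5* (0.81) and negative for *SSU1* (-0.59), *NRS1* (-0.96), *YHR137C-A* (-1.02), *MUP3* (-0.58), *OPT2* (-0.91), *CIT3* (-0.76), *MEP2* (-0.75), *SNZ1* (-0.54), *GDH3* (-0.64) and *DSE2* (-0.56). Of these, *SSU1*, *YHR137C-A*, *MUP3*, *OPT2*, *SNZ1* and *GDH3* belong to cluster I1, and none belongs to I9. The count of 12 is not beyond chance by 2 sets of regroupings: 22 of 100 assignments of the region labels within the strains, the real one included, gave as many genes, and so did 14 of 100 exchanges of the strain labels within the regions. These regroupings can move the region effect or the strain effect into the contrast, and the largest counts among them were 2903 and 590, so they may overstate what chance gives. Without F13 day-5-inside library b, 2 genes passed. Of the 12 fits that each left out 1 library, *NFG1* and *PRM5* passed in all, and the other genes failed in 1 (*SSU1*, *NRS1*) to 10 (*SNZ1*, *DSE2*). Under the 4 alternatives of the test, *NFG1* and *NRS1* passed in all, while *PRM5* failed in 1. For *NFG1* alone, a single library is argued against, since the highest adjusted p over the fits that each left out 1 of 12 libraries was 0.000134, and library scaling is argued against by an adjusted p of 5.75e-06, the higher of those with DESeq2 size factors and with the DESeq2 Wald test; over its 4 alternatives the adjusted p reached 0.00495. F13 is ruffled outside and *tec1*Δ is not, and the loss of *TEC1* differs between them in the same way, so structure and genotype cannot be separated here.

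Outside the ORFs that the paper analyses, 786 of 1929 features with a mean of at least 10 counts passed the additive model, a signal in data on which the paper does not report. They were 777 of 1883 non-coding RNAs and 9 of 20 F45-specific genes, and 0 of 26 ERCC controls. All 26 controls had an unadjusted p under 0.05, as did 1636 of the 1929 features, so the controls are no background free of group differences; their share of the counts differed between the groups, as given below. The spatiotemporal term passed for 647 and the genotype term for 162. Of 100 assignments of the libraries to the groups, 1, the real one, gave as many features, and the highest other count was 4. Reads of overlapping ORFs could be counted on such features, but the features that overlap no ORF passed at least as often, 45.6% of 688 against 38.7% of 1195 that overlap one. Reads of ORFs that end beyond their annotated borders were not tested as a source, and no function of these RNAs was tested.

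The 9 F45-specific genes that passed include *BIO6* (adjusted p = 1.17e-08 from the additive linear model over all 36 libraries by its F test, with a genotype term of 4.50e-08) and *COS4* (0.00027). Whether their reads come from similar S288c genes was not tested, and no biological explanation was tested.

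The share of counts on the 90 ERCC control features, which the paper's text does not mention, ran from 280.4 to 5499.95 CPM and had its highest group mean in F13 day-5-inside, at 2928 ± 2232 (SD, n = 3). The highest value is that of library b, and the other libraries of the group were at 1495 and 1790.3. The shares differed between the groups: 1 of 100 assignments of the libraries, the real one, gave an F as large as 3.07. Different control mixes are argued against, since the share of each of the 6 best-counted controls among the ERCC counts deviated from its mean by at most 0.41 on the log2 scale. Library depth is argued against as the whole source of the group differences: the group means of the log2 total explained 12.5% of the variance of those of the log2 share, and at most 30.7% when 1 group was left out, and the totals spanned 1.51-fold where the shares spanned 19.6-fold. The test of depth chosen before, the correlation of the log2 share with the log2 total within the groups, gave 0.0601 (10000 permutations, p = 0.791), which does not bear on differences between the groups. A lower amount of RNA per added control in the inside of F13 colonies is a candidate explanation that was not tested. The paper states that each library was made from the same mass of total RNA. If the controls were added to that mass, total RNA per control would not differ unless the amount of control did. That amount and the step at which the controls were added are not known here.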

How the results depend on the processing

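The alternatives below were chosen before the data were examined, except for the background of all annotated ORFs in the GO tests, which was chosen after seeing the data and changed no call. No paired analysis was possible because the columns of counts carry no replicate numbers, so the fits with a replicate block were not run. The sample labels do give every group the same library tags, but which column holds which tag is not known. A block by column position, which needs no tags, was not fitted either. All counts of genes, those between the regions and those with an interaction included, therefore rest on fits without a block. What a block would change in them is not known. On the axis of replicate variation given under the other observations, the third-column library had the highest score in 10 of 12 groups. It stood clearly apart mainly in F13 day-2 and the day-5-outside groups. The main results of the comparisons gave 1168 values under the alternatives that stayed on the same side of the threshold, or within 1.5 times a count or 1 SD of a value, and 55 that moved; none changed direction. Of the values of other results under the alternatives, 5164 stayed the same, 22 moved, 232 were no longer past their threshold and 16 changed direction. The cause was not tested unless given.

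With TMM effective library sizes, 19 genes of G2 were in C1. The change from day-2 to day-5-inside was -1.37 in C1, 1.25 in C2, -0.90 in C3, 1.42 in C4, -1.14 in C5, 1.60 in C6, -1.62 in E1 and 1.30 in E2, and the difference of I1 between the F13 regions was -1.22. With DESeq2 size factors, the same changes were -1.27 in C1, 1.34 in C2, -0.80 in C3, 1.52 in C4, -1.04 in C5, 1.69 in C6, -1.53 in E1 and 1.38 in E2, the outside minus inside difference was 0.53 in C7 and -1.35 in C8, and the difference of I1 was -1.26. Scaling shifts nearly all genes of a library alike by its construction: with TMM the median shift of a group ran from -0.085 (*dig1*Δ day-2) to 0.13 (F13 day-5-inside), and the changes from day-2 to day-5-inside listed here all moved up.

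With a prior count of 2, the difference of *dig1*Δ from *tec1*Δ was 1.07 in G1, -1.13 in G2 and 2.59 in E3, that of *sfl1*Δ from *dig1*Δ in G3 was 2.20, and the change from day-2 to day-5-inside was -1.56 in C1, 1.31 in C2, 1.46 in C4, 1.68 in C6 and 1.499 in E2. These grew in size because a smaller prior count shrinks low counts less.

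With Benjamini-Hochberg adjustment, which is less strict by construction, 4944 ORFs passed the additive model, 4464 the spatiotemporal and 1507 the genotype term, and 1198 both. Under it 202 genes had a strong genotype response, 197 of them with a strong spatiotemporal response, and 231 were interaction genes. The strong sets exclude genes with an interaction, so they also lost genes: 75 of the 129 strong genotype genes and 60 of the 103 shared genes remained, and the strong spatiotemporal genes went from 616 to 479. With a variance over 0.3, 349 genes had a strong spatiotemporal response. DESeq2's likelihood ratio test with Holm adjustment gave 693 genes for genotype, 484 for both terms and 189 for the interaction. With the other order of levels in the templates, 22 genes of G2 were in C1, and the sizes of the clusters changed to 231 in C1, 188 in C2, 5 in C3, 5 in C4, 7 in C5, 20 in C6, 71 in C7 and 89 in C8, against 64, 145, 15, 33, 247, 95, 11 and 6. The templates of C3 to C8 stand for other patterns in that order, and none of the genes of these clusters stayed in them. Scaling moved genes too: with DESeq2 size factors C5 had 127 genes, C6 162, C3 9 and C7 4. For the features outside the ORFs, with a mean of at least 50 counts 426 passed, 373 of them among the 786; fewer features were tested, which also eases the Holm adjustment by construction.

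In the comparison of the day-5 regions, DESeq2's Wald test called 24 genes whose region effect differed between F13 and *tec1*Δ, and a fit of the libraries of the comparison alone called 2. The same kind of fit called 474 genes between the regions of *tec1*Δ, against 1768. In the other strains, with as few libraries, it called 1640 against 2163 in F13, 1075 against 1427 in *sfl1*Δ and 1315 against 1559 in *dig1*Δ. Fewer libraries to estimate the spread are therefore argued against as the whole source of the larger drop in *tec1*Δ, whose cause was not tested.

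Across the fits that each left out 1 library, the genes of G2 in C1 ranged from 7 (without F13 day-5-outside library c) to 12, those of G3 from 6 to 16 (without F13 day-5-outside library c), and the genes between the regions of *dig1*Δ from 968 (without *dig1*Δ day-5-inside library c) to 1607, against 1559. The genes whose region effect differed between F13 and *tec1*Δ ranged from 2 (without F13 day-5-inside library b) to 15 (without *tec1*Δ day-5-outside library c). The change of *STE2* from day-2 to day-5-inside, 0.0015 on the log2 scale, ranged from -0.022 to 0.033 and changed sign in 12 of these fits, all within its standard error of 0.058. With DESeq2 size factors and all libraries this change was 0.17, beyond that standard error. In day-5-inside, the difference of *SIM1* between *tec1*Δ and F13, -0.04, ranged from -0.11 (without F13 day-5-inside library b) to 0.11 (without F13 day-5-inside library a), and that of *PHD1*, also -0.04, from -0.093 (without *tec1*Δ day-5-inside library c) to 0.080 (without F13 day-5-inside library c). Each changed sign in 2 of 6 fits. Neither was past the threshold in any of these fits.

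The depth limits genes with few counts, such as *ASG7* with 0 to 8 counts per library and *MFA1* with 6 to 90, whose values depend on the prior count.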

Differences from the paper's values

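For the additive model, the paper's empirical false discovery rate is 1.0e-05, and 100 permutations here gave 3.36e-06. The value rests on 1 permuted test that passed, and its exact Poisson 95% interval, from 8.50e-08 to 1.87e-05, includes the paper's value. An earlier draw of 100 permutations, from another point of the random stream, had 3 permuted tests that passed, which gives the paper's value after rounding. None of the alternatives set before the data were examined applies to this rate.

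The paper lists *CWP1*, *CWP2*, *PAU24* and *SED1* among the genes of E2 where it describes E1 and E2. Its passage on E3 and S17 Table place them in E3. From day-2 to day-5-inside they changed by 0.71, 0.54, 0.80 and 0.66 on the log2 scale, and from *tec1*Δ to *dig1*Δ by 1.38, 2.10, 1.92 and 0.66. The text also names *SPO11* in E2 where S17 Table has *SPO19*; *SPO11* changed by -0.36 from day-2 to day-5-inside and *SPO19* by 0.92. *AGA1*, which the text places in E4, is not in S17 Table and had a Holm-adjusted p of 1 in the additive linear model over 36 libraries by its F test; its r-squared with the interaction was 0.893.

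The paper orders the genotypes from *tec1*Δ through F13 and *sfl1*Δ to *dig1*Δ in G1 and in the reverse order in G2. The full order held for 48 of 85 genes in G1 and 20 of 38 in G2. The paper gives *dig1*Δ as the genotype with the lowest expression in G3, which held for 5 of 6 genes; *FIT2* was 0.035 higher on the log2 scale in *dig1*Δ than in F13. The order of the genotypes that the paper gives for I9 at day-2 held for 5 of 8 genes, not for *FLO11*, *PHD1* and *TOS7*. In E5, which the paper describes as higher in *sfl1*Δ and *dig1*Δ, *PAU23* and *TOS6* differed by -0.019 and -0.033 on the log2 scale at day-5 (*sfl1*Δ and *dig1*Δ minus *tec1*Δ and F13).

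The methods text of the paper names complete linkage and templates in the order day-2, inside, outside, and the code in its supplement uses Ward's method and the order day-2, outside, inside. With complete linkage G3 held 19 genes and with the authors' code 6; with the order of the methods text C1 held 22 genes of G2 and with that of the code 11.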

Other observations

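The tests of shared criteria and of the axis of replicate variation, the column positions included, other than that of the border between the regions, were chosen only after the results were seen.

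Random assignments of the 36 libraries to the 12 groups were compared with the real one. The measures were the numbers of genes passing the additive model, the spatiotemporal term, the genotype term and both. The strong spatiotemporal, strong genotype, shared strong and interaction genes were counted too. For each, 1 of 100 assignments gave as many, the real one. The highest count among the other assignments was 1. No other assignment gave a strong genotype or strong spatiotemporal gene. Without such genes there were no clusters to overlap, so the genes of G1 in C2 and of G2 in C1 were not tested in this way.

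The strong sets shared more genes than independence over all ORFs would give, which may come from the criteria that both sets use. With the p-values of the terms alone and ORFs with a mean of at least 20 counts, the ratio of shared to expected genes was 1.26, an excess of other and larger sets than the strong ones, whose ratio over all ORFs was 8.52. Among the 714 ORFs with a variance over 0.2 and no interaction, the strong sets shared 103 genes against 111 expected (one-sided Fisher's exact test, p = 0.992), so no excess was seen there. Either factor can raise the variance of a gene by itself, and 86.3% of these ORFs were in the strong spatiotemporal set, so an excess could hardly appear. The criteria and a link between the factors therefore cannot be told apart for the strong sets. Both terms share a residual spread, which was not tested as a source of the excess.

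Between the outside and the inside of day-5 colonies, 2163 of 6033 genes differed in F13 (1125 higher outside), 1768 in *tec1*Δ (1035 higher), 1427 in *sfl1*Δ (717 higher) and 1559 in *dig1*Δ (890 higher; 968 genes without *dig1*Δ day-5-inside library c). In fits of the libraries of each comparison alone, the genes higher outside were in the minority in all 4 strains, 787 of 1640 in F13, 211 of 474 in *tec1*Δ, 484 of 1075 in *sfl1*Δ and 637 of 1315 in *dig1*Δ, so neither direction is favored under both fits. In each strain 1 of 10 splits of the 6 libraries, the real one, gave as many genes, and the highest count of another split was 0 in F13, 10 in *tec1*Δ, 2 in *sfl1*Δ and 0 in *dig1*Δ. With 10 splits the share cannot be lower than 0.1, so by the share alone chance cannot be told apart from a region effect in a single strain, although the other counts were far smaller. In all 4 strains, 232 genes were higher and 287 lower outside. The changes of F13 and *tec1*Δ had a Pearson's r of 0.839 and a Spearman's rho of 0.831 across genes, which are not independent replicates, and 1 of 100 assignments of the region labels, the real one, gave as large a positive r; the highest other was 0.629. By the size of r the number is 2, since the real labels with those of 1 strain exchanged give -0.839. *tec1*Δ is smooth in both regions, so the ruffled structure of the F13 outside is argued against as the source of most of these changes. Gene length and GC content explained 1.03% of the variance of the F13 change, and leaving out the 20 most abundant ORFs shifted its median by 0.0030, which argue against those trends. Position in the colony may be what the strains share, a hypothesis; access to nutrients and the age of the cells were not tested.

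Among the genes with the largest changes between the regions, *FLO11* was higher outside in *tec1*Δ (2.28) and F13 (2.70), *FRE7* in *tec1*Δ (1.70) and *NFG1* in F13 (1.93). *INO1* was lower outside in *tec1*Δ (-2.86), F13 (-3.18) and *dig1*Δ (-2.73), *ZPS1* (-3.30) and *YOR387C* (-3.57) in *sfl1*Δ. *YNL105W* was lower outside in F13 (-4.14), *sfl1*Δ (-3.60) and *dig1*Δ (-4.16) and at least 11.7-fold lower in *tec1*Δ, where its outside libraries had 1 to 3 counts. *YLR012C* was at least 4.09-fold lower in *tec1*Δ and at least 5.48-fold lower in F13, and lower in *dig1*Δ (-2.58) at 1 to 5 counts. *YJR020W* was at least 2.68-fold higher outside in *tec1*Δ. *JIP3* in F13 (2.05), *YDR543C* (1.74), *YBR144C* (1.60) and *YDR320W-B* (1.33) in *sfl1*Δ, and *YER188C-A* (1.77), *YHR007C-A* (1.44) and *YOR041C* (1.24) in *dig1*Δ were higher outside, all but *YHR007C-A* at 25 counts or fewer per library. *YDR543C* had 0 to 5 counts in the inside libraries of *sfl1*Δ. The size of its change, like that of *YLR012C* in *dig1*Δ, is therefore poorly determined. When 1 of the 6 libraries was left out, *YDR543C* failed the threshold in 5 fits, *YDR320W-B* and *YER188C-A* in 4 and *YBR144C* and *YOR041C* in 3. *YJR020W*, *YNL105W*, *JIP3*, *YDR320W-B* and *YOR041C* overlap *TES1*, *INP52*, *MID2*, *DAD4* and *CUE5*.

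*MFA1* and *MFA2*, genes of *MAT***a** cells, rose from day-2 to day-5 by 1.16 and 0.85 in these *MAT*α strains, to at most 8.87 CPM together. Cells of the other mating type could carry them. The median change of *STE2*, *STE6*, *BAR1*, *ASG7* and *AGA2* was 0.18, with 4 of 5 rising (*STE6* fell by 0.12), so such cells and a low expression in *MAT*α cells cannot be told apart at these counts. Of the alpha-specific genes, *MF(ALPHA)1* changed by -0.29, *MF(ALPHA)2* by -1.25, *STE3* by 0.03 and *SAG1* by -0.54, and of the haploid-specific genes *GPA1* by -0.43, *STE4* by -0.50, *STE18* by 0.19, *FUS3* by -0.12 and *STE5* by -0.07.

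Within the groups, 1 axis carried 41.8% of the variance between replicates over 5706 ORFs and the next 11.1%. The axis of the other groups explained from 0.524% (F13 day-5-inside) to 65.0% (*tec1*Δ day-5-outside) of the variance within a group, and over 20% in 5 of 12: F13 day-2 and the day-5-outside groups, at 65.0% in *tec1*Δ, 42.3% in F13, 28.3% in *sfl1*Δ and 47.1% in *dig1*Δ, against at most 4.91% in the day-5-inside groups. The genes with the largest loadings were *AAH1*, *DBP2*, *ANS1* and *NSR1* on the positive side and *TSL1*, *XKS1*, *SAP4* and *TPS2* on the negative side. Gene length and GC content explained 0.549% of the variance of the loadings, and without the 20 most abundant ORFs the scores had a correlation of 1.00 with the first ones, so neither is a likely source. A varying border between inside and outside is argued against as the whole source by the largest correlation of the loadings with a region change, 0.360 in size, in *dig1*Δ, and by the 53.1% explained in F13 day-2, where whole colonies were taken; whether the axis depends in another way on how the outside was taken was not tested. The library in the third column had the highest score in 10 of the 12 groups (10000 permutations of the positions within groups, p = 0.0015), so a replicate batch shared by the groups is a candidate source. Differences between colonies that arose separately in each group would not follow the column position, so they are argued against as the whole source. The third-column library scored highest in every group where the axis explained over 20%, but not in *sfl1*Δ day-2 or F13 day-5-inside. The test was prompted by the scores, and without replicate numbers it is not known what the position stands for. Library depth is argued against as the whole source: within the groups the log2 total explained 9.18% of the variance of the scores, and at most 13.6% when 1 group was left out (Pearson's r of -0.303; 10000 permutations, p = 0.0728). On the positive side lay 97.3% of 73 rRNA processing genes, against 41.7% of all ORFs, and on the negative side 12 of 12 trehalose and glycogen genes. The growth state of the colonies at harvest is a candidate explanation, but the lists were chosen from the genes at the ends of the axis, so they cannot decide it.

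Of the non-coding RNAs upstream of *FLO11*, *PWR1* was at 20.0 ± 1.84 CPM (SD, n = 3) in *sfl1*Δ day-2, 1.23 ± 0.11 in F13 day-2, 4.29 ± 0.64 in F13 day-5-outside and 1.10 ± 0.13 in F13 day-5-inside. *ICR1* was between 12.1 ± 1.30 in F13 day-5-inside and 28.8 ± 1.94 in *dig1*Δ day-2.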
